# *SNHG15* is a bifunctional MYC-regulated noncoding locus encoding a lncRNA that promotes cell proliferation, invasion and drug resistance in colorectal cancer by interacting with AIF

**DOI:** 10.1186/s13046-019-1169-0

**Published:** 2019-04-24

**Authors:** Morvarid Saeinasab, Ahmad Reza Bahrami, Jovanna González, Francesco P. Marchese, Dannys Martinez, Seyed Javad Mowla, Maryam M. Matin, Maite Huarte

**Keywords:** *SNHG15*, Colorectal cancer, lncRNA, Survival, Drug resistance, AIF

## Abstract

**Background:**

Thousands of long noncoding RNAs (lncRNAs) are aberrantly expressed in various types of cancers, however our understanding of their role in the disease is still very limited.

**Methods:**

We applied RNAseq analysis from patient-derived data with validation in independent cohort of patients. We followed these studies with gene regulation analysis as well as experimental dissection of the role of the identified lncRNA by multiple in vitro and in vivo methods.

**Results:**

We analyzed RNA-seq data from tumors of 456 CRC patients compared to normal samples, and identified *SNHG15* as a potentially oncogenic lncRNA that encodes a snoRNA in one of its introns. The processed *SNHG15* is overexpressed in CRC tumors and its expression is highly correlated with poor survival of patients. Interestingly, *SNHG15* is more highly expressed in tumors with high levels of *MYC* expression, while MYC protein binds to two E-box motifs on *SNHG15* sequence, indicating that *SNHG15* transcription is directly regulated by the oncogene MYC.

The depletion of *SNHG15* by siRNA or CRISPR-Cas9 inhibits cell proliferation and invasion, decreases colony formation as well as the tumorigenic capacity of CRC cells, whereas its overexpression leads to opposite effects. Gene expression analysis performed upon *SNHG15* inhibition showed changes in multiple relevant genes implicated in cancer progression, including *MYC*, *NRAS*, *BAG3* or *ERBB3*. Several of these genes are functionally related to AIF, a protein that we found to specifically interact with *SNHG15*, suggesting that the *SNHG15* acts, at least in part, by regulating the activity of AIF. Interestingly, ROS levels, which are directly regulated by AIF, show a significant reduction in SNHG15-depleted cells. Moreover, knockdown of *SNHG15* increases the sensitiveness of the cells to 5-FU, while its overexpression renders them more resistant to the chemotherapeutic drug.

**Conclusion:**

Altogether, these results describe an important role of *SNHG15* in promoting colon cancer and mediating drug resistance, suggesting its potential as prognostic marker and target for RNA-based therapies.

**Electronic supplementary material:**

The online version of this article (10.1186/s13046-019-1169-0) contains supplementary material, which is available to authorized users.

## Background

In the past years, advances in sequencing revealed that only 1–2% of the human genome encodes for proteins while the majority of it is transcribed into non-coding RNAs (ncRNAs) [1]. Different classes of ncRNAs are expressed in diverse biological processes and cellular pathways, including small ncRNAs (miRNAs, piRNAs and siRNAs) and long ncRNAs, which have at least 200 nucleotides of length and can be spliced [2–5]. LncRNAs can be classified into various categories based on their position relative to protein-coding genes: (1) intronic, when they are located within genes; (2) intergenic, when they are mapped between different genes and (3) antisense, when they are overlapping with exons of other transcript on the opposite strand [6]. The functional roles of these molecules remain mostly unclear, but recent studies have revealed that they contribute to various cellular processes such as transcription regulation, nuclear architecture, epigenetic regulation, enhancer association (in nucleus), maintenance of mRNA stability, sponging microRNA or regulation of protein translation (in cytoplasm) [7]. Recently, by next-generation sequencing, thousands of lncRNAs have been found to be aberrantly expressed in various types of cancers [8]. While some of them may play oncogenic roles promoting proliferation, invasion and metastasis, others may have a tumor suppressor function, by modulating growth arrest pathways [9–11].

According to global cancer statistics, colorectal cancer (CRC) is the third most common human malignancy and the fourth leading cause of cancer-associated mortality [12, 13]. Therefore, its early diagnosis is an essential requirement. Several studies have reported that some lncRNAs are associated with different stages of CRC [14, 15], indicating that lncRNAs could be a biomarker or target for diagnostic, prognostic and therapeutic applications. However, the contribution of long noncoding RNAs to this type of cancer is still poorly studied.

In the present study, we identify and characterize the oncogenic lncRNA *SNHG15*, which is correlated to survival of CRC patients. Our results describe an important effect of *SNHG15* in cancerous phenotype of CRC cells and its role in drug sensitivity. Moreover, several genes deregulated after *SNHG15* depletion are implicated in cancer initiation, progression and also survival pathways. Altogether, these findings suggest the potential of *SNHG15* as prognostic marker and target for RNA-based therapies.

## Methods

### TCGA analysis

The RNA-seq data of 456 tumor and 41 normal samples were downloaded from TCGA database (https://cancergenome.nih.gov/). The expression of lncRNAs was quantified by Cufflinks v.2.2.1 and lncRNA expression levels were compared between normal tissue and tumor tissue samples.

### Patients

Fresh CRC specimens and their adjacent normal tissues were obtained from 36 CRC patients who underwent surgeries between 2014 and 2016 in Imam-Reza Hospital, Mashhad, Iran. None of patients had received preoperative treatment including radiotherapy or chemotherapy and all of samples were confirmed as colorectal cancer after histopathological examination. The study protocol was approved by the Ethics Committee of Ferdowsi University of Mashhad and all patients were informed with a written for using their tissues. All clinicopathological characteristics of patients are presented in Table 1.

**Table 1:** Clinicopathological characteristics of CRC patients

Clinical parameter	Number	Percentage
Age		
≥ 60	13	36.1
< 60	23	63.9
Gender		
Male	17	47.2
Female	19	52.8
Invasion depth		
T1	2	5.6
T2	4	11.1
T3	29	80.6
T4	1	2.7
TNM stages		
I	3	8.3
II	33	91.7
II & IV	0	0
Lymphatic metastasis		
Yes	18	50
No	18	50

### Cell lines and cell culture

Human colorectal cancer cell lines DLD1, HCT 116, HT-29, LoVo, LS513, SW620 and T84 were cultured in Roswell Park Memorial Institute (RPMI-1640) medium (Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin/streptomycin (Lonza). RKO, SW480 and Caco-2 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin. Primary dermal fibroblasts (HDFa) were cultured in High glucose Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 15% FBS and 1% penicillin/streptomycin. All cell lines were obtained from American Type Culture Collection (ATCC). Cells were maintained in 5% CO2 humidified-air at 37 °C.

### RNA extraction and qRT-PCR

Total RNAs were isolated from patient specimens and cultured cells using TRIzol Reagent (Invitrogen) following the manufacturer’s instructions. After DNase I (Invitrogen) treatment, cDNAs were synthesized using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystem) with random hexamer primers. qRT-PCRs were performed using SYBR Green reagent (Applied Biosystem). Expression levels of genes were calculated with the comparative cycle threshold (CT) (2-ΔCT and 2-ΔΔCT) method using glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) as an endogenous control. All primers used in the study are listed in Additional file 1: Table S1.

### Cell transient transfection

All siRNAs for targeting *SNHG15* and *MYC* and negative control siRNA were purchased from Sigma-Aldrich (USA). LoVo and SW620 cells were plated into 6 well plate (150 × 10^3^ cells per well) and transfected with siRNAs at a final concentration of 25 nM for 48 h, using Lipofectamine 2000 (Invitrogen, USA) according to manufacturer’s protocol. 

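Both *SNHG15* siRNAs were placed on the GRCh37 genome by exact match. The target of siRNA #1, CCTTGAGTCTCATGTTCAA, lies on chromosome 7 from 45023964 to 45023982 on the minus strand, in exon 3 of the transcript with most exons, 5, in the basic set of GENCODE release 44 for this gene. In the direction of transcription, the surrounding sequence reads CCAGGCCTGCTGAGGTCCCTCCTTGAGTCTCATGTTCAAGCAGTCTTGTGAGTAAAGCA. The target of siRNA #2, GAGCTTACTGTCACAGCAA, lies from 45025640 to 45025658 in exon 2, within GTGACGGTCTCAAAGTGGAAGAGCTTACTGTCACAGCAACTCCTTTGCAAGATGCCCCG. Each target has 1 exact match in the genome, and each is exonic in 12 of the 14 transcripts annotated for the gene.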

The sequence of siRNAs are as follows: *SNHG15*#1 (Sense: 5′-CCUUGAGUCUCAUGUUCAA-3′, Anti-sense: 5′- UUGAACAUGAGACUCAAGG-3′), *SNHG15*#2 (Sense: 5′- GAGCUUACUGUCACAGCAA-3′, Anti-sense: 5′- UUGCUGUGACAGUAAGCUC-3′), *MYC* (Sense: 5′- GGUCAGAGUCUGGAUCACC-3′, Anti-sense: 5′- GGUGAUCCAGACUCUGACC-3′), Ctrl (Sense: 5′- CAGUCGCGUUUGCGACUGGC-3′, Anti-sense: 5′- GCCAGUCGCAAACGCGACUG-3′).

For overexpression of *SNHG15*, we purchased *SNHG15* cDNA sequence (837 bp) was cloned in pDNR-LIB (BC092459; Source Bioscience-UK) and subcloned it into pcDNA3.1 plasmid. Then pcDNA3.1 vectors (empty vector and *SNHG15*) were transfected into HCT 116 and SW480 cells (300 × 10^3^ cells per well) at final concentration 250 ng/mL using Lipofectamine 2000 and subsequent studies were done after 48 h.

### Polysome fractionation

LoVo cells were cultured in 15 cm dishes one day before experiment to reach 80% confluency. The day after, one plate was treated with cycloheximide (100 μg/mL) and another one treated with EDTA (25 mM) to disassemble the polysomes as negative control followed by incubation at 37 °C for 5 min. After removing media and washing 3 times with PBS, cells were harvested by scrapping and transferred to 15-mL tubes for centrifugation (200×*g* for 5 min). Cell pellets were resuspended in 425 μL of a hypotonic buffer [5 mM Tris-HCl (pH 7.5), 1.5 mM KCl, 2.5 mM MgCl_2_ and 1X protease inhibitor cocktail], followed by adding 5 μL of 10 mg/mL CHX or EDTA, 1 μL of 1 M DTT and 100 units of RNase inhibitor and vortexed for 5 s. Then 25 μL of 10% Triton X-100 and 25 μLof 10% sodium deoxycholate were added and vortexed for 5 s again. Cell lysates were centrifuged at 16000×*g* for 7 min at 4 °C and supernatants (~ 500 μl) were loaded onto sucrose gradient. Ultracentrifuge was performed at 33000 rpm for 150 min at 4 °C using Optima L-100 XP Ultracentrifuge (BECKMAN) with SW41Ti rotor. 12 fractions were separated carefully and transferred into 2 mL tubes. 1 mL TRIzol Reagent was added to each fraction and RNA extraction was performed according to manufacturer’s instructions. Expression levels of *SNHG15* in each fraction were quantified by qRT-PCR and normalized relative to the first fraction collected. Also *GAPDH* expression was evaluated as a translated mRNA (positive control).

### Cell proliferation and Colony formation assay

Transfected cells were plated in 96-well plates at a density of 1 × 10^3^ cells per well. Then cell proliferation was evaluated using CellTiter96 Aqueous Non-Radioactive Cell Proliferation Assay (MTS) kit (Promega) every 24 h.

For colony formation assay, transfected cells (0.5 × 10^3^ cells per well) were seeded in a six-well plate. After 10 days, colonies were fixed with 0.5% Glutaraldehyde (Sigma) for 20 min and subsequently washed with PBS for 3 times. Then stained for 30 min with 0.5% crystal violet (Sigma) and the number of colonies was counted in each well.

### Cell-cycle and apoptosis assays

For cell-cycle analysis, transfected cells were harvested after 48 h and stained with propidium iodide. Cell cycle assay was performed in a FACSCalibur flow cytometer (BD Biosciences) and data were analyzed by BD CellQuest and Flow Jo software. For time-line studies, G1/S synchronized cells were generated by double thymidine block procedure. Briefly, cells were grown in medium containing 2 mM thymidine for 16 h. Then cultured in normal medium for 9 h followed by 16 h incubation in presence of 2 mM thymidine again.

Apoptosis assay was performed by Annexin V and 7-AAD staining using Apoptosis Detection Kit I (BD Biosciences) according to manufacturer’s instructions and detected by FACSCalibur flowcytometer.

### Transwell invasion assay

For invasion assay, the upper side of 8-μm pore-size transwell inserts (Corning) were precoated with type I rat tail collagen (Croning) and then Matrigel (BD, Biosciences) was diluted with PBS (3 mg/mL) and polymerized at 37 °C for 2 h. 48 h after transfection, 10^5^ CRC cells (LoVo or HCT116) in 100 μL of medium containing 1% FBS, were plated onto the upper side of inserts and after 4 h, 300 μL of medium containing 10% FBS was added to the lower chamber to induce cell attraction. Plates were incubated at 37 °C for 48. Then cells were fixed in 4% formaldehyde for 20 min and non-invading cells on the upper side of the insert were removed with cotton swabs. The lower part of the insert was stained with 0.1% crystal violet (Sigma). Images were captured from four fields in each well using the Leica DMIL LED inverted microscope (Leica Microsystems) and the numbers of invasive cells were counted from five random fields in each image. Experiments were performed independently at least three times.

### Mouse xenograft experiments

Female BALB/c-Rag2/−IL2cc/immunodeficient mice aged 6–7 weeks were used in this study. The study was performed under specific pathogen-free conditions at Center of Medical Application (CIMA) University of Navarra, Spain. For each mice, 1 × 10^6^ *SNHG15* overexpressing HCT 116 and HCT116 transfected with an empty vector were resuspended in 100 μL PBS and mixed with the same amount of Matrigel to inject subcutaneously into the hind limb. Tumor size was measured externally every 4 days using a precision caliper for a total period of 28 days. Tumor volume (V) was estimated using the following formula: V = π/6 × width^2^ × length. The tumor weight was measured on the last day after removal.

For LoVo cells, after CRISPR-Cas9 editing, 4× 10^6^ cells were injected per mice and tumor size was measured every 4 days. After 48 days, tumors were dissected out and their weight were measured.

### CRISPR-Cas9 editing

Two single-guide RNAs (sgRNAs) were designed to delete the region between exon 3 to 5 of *SNHG15* using a tool from the Zhang Lab (http://crispr.mit.edu/). Oligonucleotides to clone the guide RNA (Additional file 2: Table S2) were then annealed and cloned into pX330 vector containing CAS9 [16] and subsequently co-transfected with GFP expressing plasmid (pmax-GFP) into LoVo cells. GFP positive cells were sorted in 96 well plate by BD FACSAria IIu cytometer. After single cells reached confluency, genomic DNA was extracted using QuickExtract reagent (Epicentre) and PCR was performed using a pair of primers flanking the depleted region and positive clones were identified by PCR product length. Furthermore, RNA was extracted to perform qRT-PCR by specific primer (Primer pair 1 and 2) to validate deletion of aimed region. After selecting clones (WT3, CL10 and CL83), subsequent experiment (cell proliferation, colony formation, cell cycle, apoptosis assay and tumor formation) were performed as described before.

### Nuclear-cytoplasmic fractionation

Cells were cultured in 10 cm dishes and harvested into two tubes for subcellular fractions and whole-cell extraction. After centrifugation at 1000×*g* for 5 min at 4 °C, cell pellets were resuspended in 500 μL of lysis buffer (10 mM Tris-HCl, pH 7.5, 140 mM NaCl, 1.5 mM MgCl_2_, 0.05% IGEPAL supplemented with RNasin 10 U/mL and protease inhibitor cocktail) and incubated on ice for 10 min. Then TRIzol Reagent was added to one tube containing cell lysate to extract total RNA. For obtaining nuclear and cytoplasmic fractions, 500 μL of lysis buffer containing sucrose was added into a clean tube and cell lysate was added to this tube without mixing the two phases. After 10 min centrifugation at 12000×*g* and 4 °C, around 500 μL of the upper phase was collected as cytoplasmic fraction. Remaining pellet was resuspended in 500 μL of lysis buffer as nuclear fraction and finally cytoplasmic and nuclear RNAs were extracted using TRIzol Reagent.

### RNA pull-down

RNA pull-down was performed as described previously [17]. Briefly, biotinylated RNA of *SNHG15* was generated in vitro and incubated with protein lysate of LoVo cells and then streptavidin magnetic beads. Interacting proteins were loaded in a NuPAGE Novex 4–12% bis-Tris gel (Invitrogen) and stained with SilverQuest Silver Staining Kit (ThermoFisher). One differential band was seen and sent for mass spectrometry to Taplin Mass Spectrometry Facility (Harvard Medical School; USA).

### Western blot

Cells were harvested and lysed in RIPA buffer (150 mM NaCl, 0.5% sodium deoxycholate (Sigma), 0.1% SDS (Sigma), 50 mM Tris–HCl (pH 7.4), 150 mM NaCl (Sigma)) containing protease Inhibitor Cocktail (Roche Applied Science) for 15 min on ice. Cell lysate was centrifuged at 16000×*g* at 4 °C for 15 min and protein concentration was measured by Pierce BCA Protein assay kit (ThermoFisher). Equal amounts of proteins were loaded on a 10% SDS-PAG and after separation by electrophoresis, transferred onto nitrocellulose membranes (Bio-Rad). Membranes were then blocked in 5% non-fat milk for 1 h at RT and immunoblotted by overnight incubation at 4 °C with the indicated anti-AIF primary antibody (1:1000; sc-13,116; Santa Cruz). After three washes with PBS-Tween (0.1%), the membranes were incubated with anti-mouse secondary antibody: anti-IgG (1:2000; sc-2025; Cell Signaling) for 1 h at RT. Finally, the protein bands were visualized using an Enhanced Chemiluminescence Detection kit (Perkin Elmer, Waltham, MA, USA).

### RNA immunoprecipitation (RIP)

LoVo cells were cultured in 10 cm dishes and then harvested to prepare cell lysate by RIPA buffer. After centrifugation, cytoplasmic fraction was collected and pre-cleared with Protein G beads (Invitrogen). Five percent of samples were used as input and remaining were divided to two parts and incubated with AIF monoclonal antibody or IgG overnight at 4 °C. RNAs bound to specific proteins, were separated by Dynabeads protein G beads (Invitrogen) and extracted by TRIzol. *SNHG15* RNA levels were quantified by qRT-PCR using 3 pairs of *SNHG15* primers. *MALAT-1*, *U6*, *GAPDH* and *HPRT* were used as negative controls and the data were presented to the value obtained from IgG.

### Immunofluorescence

A density of 75 × 10^3^ LoVo cells were seeded on coverslips placed in the bottom of each well in 12 well plates. 48 h after inhibition by siRNAs, cells were fixed in 4% PFA solution for 30 min at RT and then washed with washing buffer. Non-specific binding was blocked using block solution containing 10% FBS. Cells were incubated in anti-AIF prepared in block solution (1:250; sc-13,116; Santa Cruz) for 30 min at RT. Then washed two times with washing buffer, followed by 30 min incubation in secondary Alexa fluor 488 donkey anti-mouse IgG (A-21202, Thermo Fisher). Coverslips were mounted on slides using mounting solution. All images were captured using LSM 800 (Zeiss, Jena, Germany) inverted confocal microscope equipped with a 63x Plan-Apochromat objective (NA1.4 oil).

### ROS assay

LoVo cells were transfected with combination of two si-*SNHG15* and si-control. After 48 h, cells were collected and cell lysates were prepared. Cellular ROS level were measured by OxiSelect in vitro ROS/RNS assay kit (Cell biolabs) according to the manufacturer’s instructions, using fluorescence plate reader. Results are shown as change in relative fluorescence unit (RFU).

### Chemotherapy sensitivity assay

24 h after transfection of LoVo or HCT 116 cells, 5 × 10^3^ cells were plated in each well of 96-plates. Plates were incubated for another 24 h and then treated with 0 to 50 μg/mL of 5-FU (Sigma). Cells proliferation was determined using CellTiter96 Aqueous Non-Radioactive Cell Proliferation Assay (MTS) kit (Promega®) every 24 h for upto 3 days. Viability of the cells was determined by the following equation: (cells treated with 5-FU Abs/ Untreated cells Abs) × 100.

### RNA sequencing

LoVo cells were transfected with combination of two siRNA and control si-RNA. RNA was extracted by Maxwell 16 LEV simply RNA kit (Promega) from three biological replicates and the quality of them, were assessed by High sensitivity RNA ScreenTape system (Agilent Technologies). Library preparation was performed with the TruSeq Stranded mRNA kit (Illumina). Libraries were then sequenced on an Illumina NextSeq (75 bp paired-end). Sequenced reads were aligned using bowtie2 (against hg19) and the differential gene expression analysis was carried out with DeSeq2. Biological knowledge extracted by using Ingenuty Pathway Analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingeuity-pathway-analysis).

### Statistical analysis

All data were analyzed using GraphPad Prism software (GraphPad Software, version 5.01, CA, USA). Two-tailed student’s t-test was used to analyze normal distributed data and differences were considered significant at *p* < 0.05.

## Results

### *SNHG15* is upregulated in colorectal cancer and is highly correlated with poor survival

To characterize lncRNAs deregulated in CRC and correlated with survival, we profiled their expression in Tumor Cancer Genome Atlas (TCGA) cohort of 456 tumoral and 41 normal tissue samples. We found 14 lncRNAs as the most significantly deregulated transcripts (Fig. 1a, Additional file 3: Table S3), for which their upregulation was related to a significant decrease in survival of CRC patients (Table S3). Among them, we focused on *SNHG15* due to its highly significant upregulation in tumors (*p* value =7.5e-23) and also the highest correlation with poor survival of patients (*p* value = 4e-5) (Fig. 1b). More investigations in this cohort of tumors containing different stages of CRC revealed that although there is a significant upregulation of *SNHG15* expression in tumors versus normal samples, there is no obvious difference among CRC patients at various stages (Fig. 1c). These results suggest that *SNHG15* upregulation is an early event in colorectal cancer promotion and its expression is maintained at high levels until last stage.

**Fig. 1:**
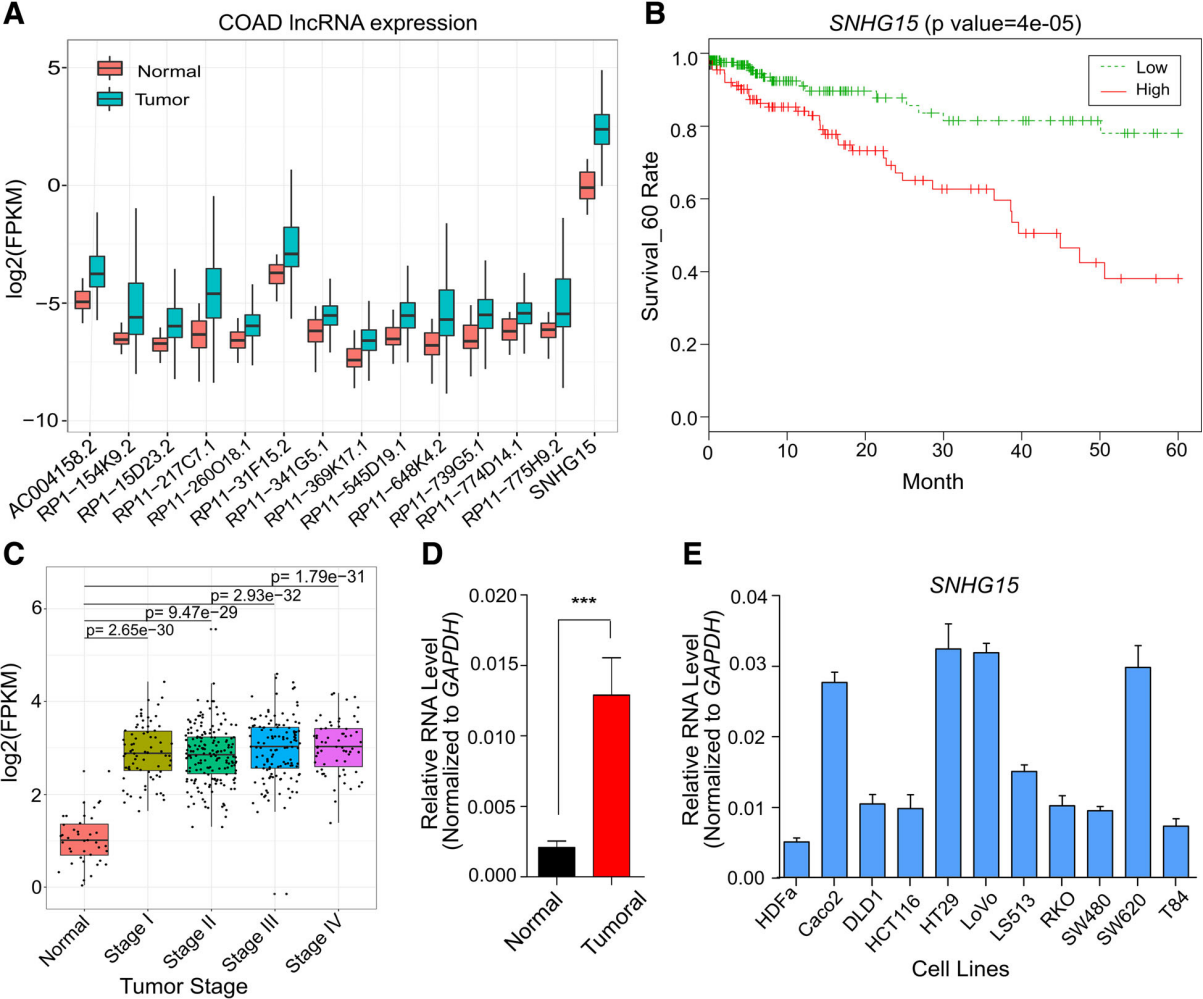
**a** Expression of candidate lncRNAs deregulated in CRC tumors compared to normal samples and with higher expression significantly correlated with decreased survival of patients analyzed by RNA-seq from The Cancer Genome Atlas (TCGA). *P* values were calculated using Wilcoxon signed rank test. **b** Kaplan–Meier analyses of the correlations between *SNHG15* expression level and overall survival of 450 patients with CRC (TCGA). **c** *SNHG15* expression levels in different stages of CRC compared with normal tissues (TCGA). **d** Relative expression level of *SNHG15* in 36 Iranian CRC patients compared with corresponding adjacent tissue. *P*-value is calculated by two-tailed Student’s t-test. **e** Expression levels of *SNHG15* in a panel of CRC cell lines in comparison with HDFa cells as a normal cell line. Data are shown as mean ± SD

To confirm this observation, we obtained 36 fresh colorectal cancer tumors and their adjacent normal tissues immediately after surgery from Iranian CRC patients (Table 1). *SNHG15* expression was examined by qRT-PCR and its upregulation was observed in tumoral samples (Fig. 1d, *p* < 0.001). Moreover, we profiled *SNHG15* expression in ten CRC cell lines (Caco-2, DLD-1, HCT 116, HT-29, LoVo, LS513, RKO, SW480, SW620 and T84) and found this lncRNA ubiquitously expressed in all tested CRC cell lines and with higher levels compared to the non-cancerous HDFa cell line (Fig. 1e).

### *SNHG15* expression is regulated in the cell cycle and transcriptionally controlled by MYC

*SNHG15* (small nucleolar RNA host gene 15) is located on chromosome 7 and composed of 5 exons. According to GENCODE V29 annotation, it can be spliced into different isoforms, although isoform 2 is the most abundant [18]. Interestingly, *SNORA9* (small nucleolar RNA, H/ACA box 9) is encoded in intron 2 of *SNHG15* (Fig. 2a). *SNORA9* also named ACA9 is a member of H/ACA pseudouridylation guide RNA machinery, which contributes to pseudouridine synthesis in snRNAs and rRNAs [19]. Coding potential analysis revealed that *SNHG15* sequence does not have ability to code for proteins (Fig. 2b). In agreement with this, polysome fractionation methods revealed that *SNHG15* is not associated with polysomes (Additional file 4: Figure S1).

**Fig. 2:**
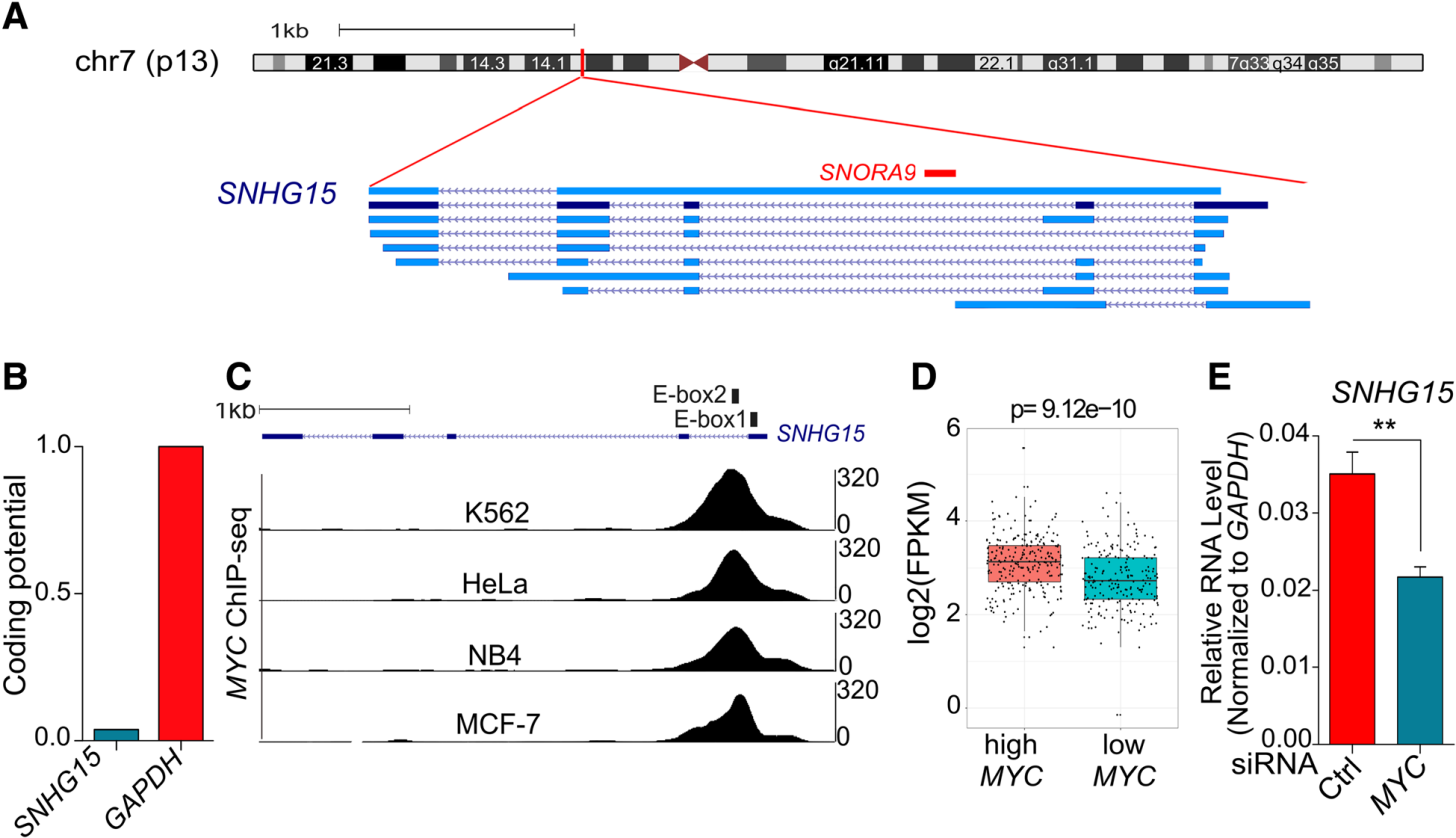
**a** Genomic locus of *SNHG15* and its different transcript variants annotated in Gencode V29. The most highly expressed variant is shown in dark blue. **b** Coding potential of *SNHG15* in comparison with *GAPDH* (as a coding-protein gene) determined with coding potential assessment tool (CPAT). **c** Location of the E-box biding motifs in the *SNHG15* sequence and MYC binding to these regions confirmed by ChIP-seq in different cancerous cell lines. **d** Expression of *SNHG15* in CRC tumors with high or low *MYC* expression (TCGA). Significance was determined by unpaired student’s t-test (*p* value < 0.001). **e** *SNHG15* RNA level after depletion of *MYC* in LoVo cells. *p* value is calculated by two-tailed Student’s t-test (*p* value < 0.01)

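The GENCODE release 44 annotation on GRCh37 places *SNHG15* (ENSG00000232956) on the minus strand of chromosome 7 from 45022618 to 45026560, a span of 3943 bp, with 14 transcripts of 2 to 5 exons. In the 5-exon transcript of the basic set, exon 1 runs from 45026124 to 45026433, exon 2 from 45025620 to 45025696, exon 3 from 45023956 to 45024025, exon 4 from 45023421 to 45023645 and exon 5 from 45022618 to 45022921. The E-box sequence CACGTG occurs in exon 1, from 45026148 to 45026153, and in intron 1, from 45026018 to 45026023. The primers listed for *SNORA9* in Table S1 bound a product of 92 bp from 45024978 to 45025069, in intron 2 of this transcript. That part of the intron is retained as exon in 4 of the 14 transcripts.

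**Figure D1:**
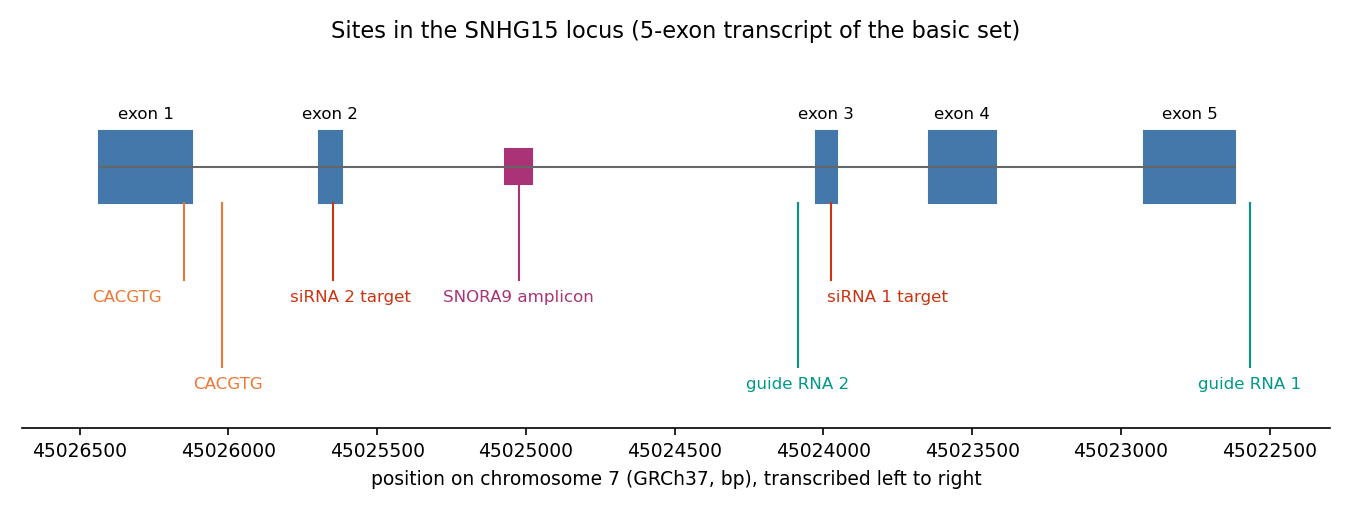
Map of the *SNHG15* locus by position on chromosome 7 of GRCh37 in bp, drawn in the direction of transcription. Blue boxes are the 5 exons of the transcript of the basic set, the purple box is the *SNORA9* product in intron 2, and lines mark the siRNA targets in exons 2 and 3, the guide RNA sites and the CACGTG sequences in exon 1 and intron 1.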

Previous studies revealed that there are two E-box (CACGTG) binding motifs for transcription factor MYC on the first exon and first intron of *SNHG15* [20]. We therefore analyzed ChIP-seq data from ENCODE and confirmed that MYC is bound to these boxes in different cancerous cell lines (Fig. 2c).

In order to investigate the transcriptional regulation of *SNHG15* by MYC, we analyzed colorectal adenocarcinoma RNA-seq data from TCGA, finding that *SNHG15* is significantly upregulated in the tumors with high level of *MYC* expression (Fig. 2d). In agreement with this observation, the depletion of *MYC* in LoVo CRC cell line resulted in a significant decrease in the level of *SNHG15* (Fig. 2e). These results indicate that *SNHG15* transcription is controlled by MYC.

Since MYC is well known to regulate cell cycle, we investigated expression of *SNHG15* during cell cycle. To do this, we obtained G1/S synchronized cells by double thymidine block procedure and collected the cells at different time points after block release. Results showed that *SNHG15* expression is regulated during the cell cycle, with an increased expression of *SNHG15* in G2/M phase (Additional file 5: Figure S2). Together, these data suggest that *SNHG15* is transcriptionally regulated by MYC in a cell-cycle dependent manner.

### *SNHG15* deregulation has strong effects on proliferation, invasion and tumor formation abilities of CRC cells

To investigate *SNHG15* function in CRC, we designed two siRNAs to knock it down, and transfected LoVo and SW620 cells with each one of them individually or a combination of both. qRT-PCR analysis showed that 48 h after transfection, *SNHG15* transcript was significantly reduced, while the expression level of *SNORA9*, which is located in one of its introns, was not changed (Fig. 3a and c). These results confirmed that the designed siRNAs target *SNHG15* exons after splicing, leaving intact *SNORA9*, and allowing studying *SNHG15* function independently of *SNORA9*. Further investigation showed that the knockdown of *SNHG15* significantly inhibited cell proliferation (Fig. 3b and d) and colony formation capacity of these cells (Fig. 3e-f). However, downregulation of *SNHG15* did not significantly influence the cell cycle profile or the percentage of apoptotic cells (Fig. 3g-h). On the other hand, the invasion capacity of the cells was significantly decreased after *SNHG15* inhibition, as quantified by transwell assays (Fig. 3i-j).

**Fig. 3:**
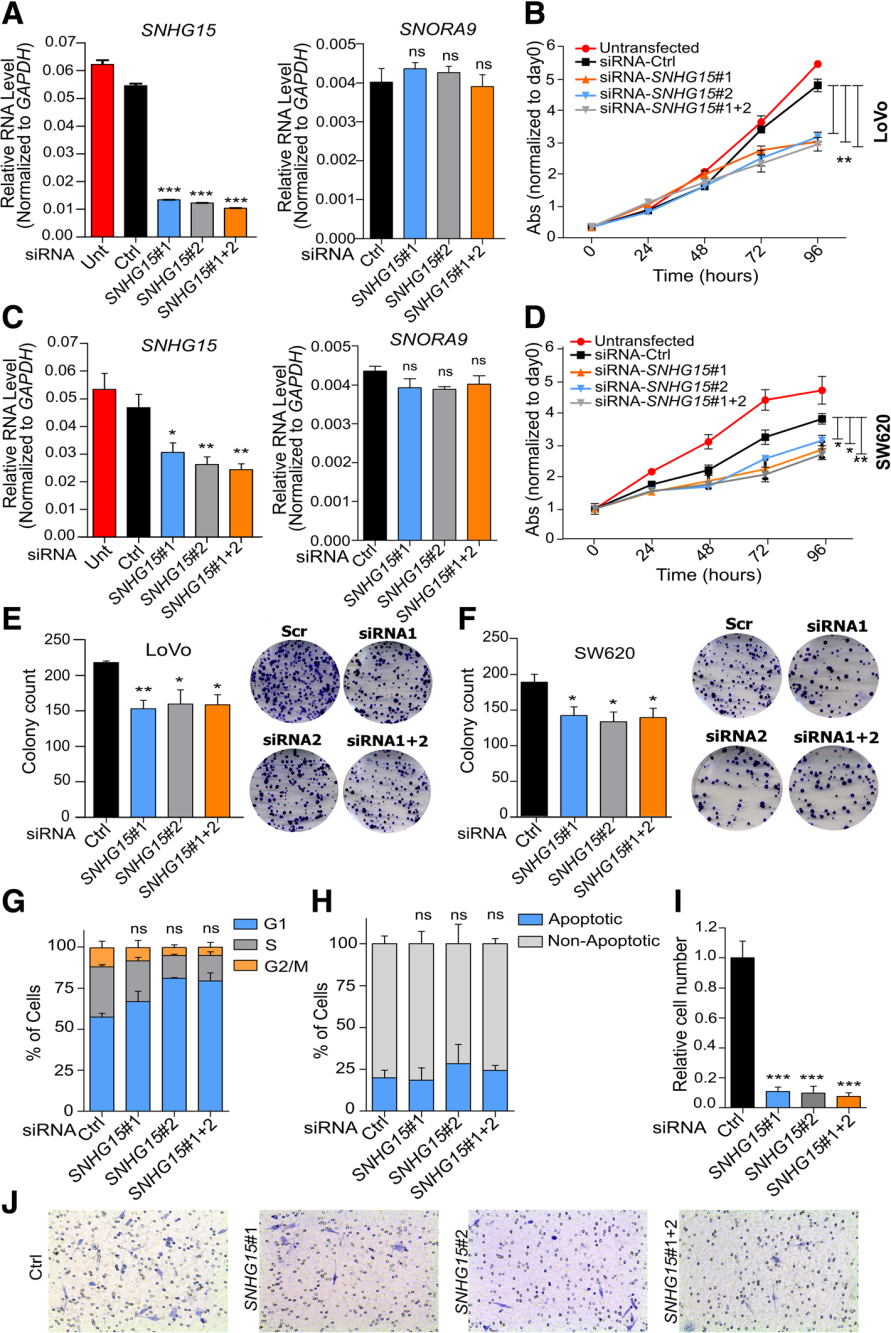
**a** *SNHG15* and *SNORA9* RNA level after knockdown with the two siRNAs separately or in combination in LoVo cells. **b** Cell proliferation measured by MTS assay after inhibition of *SNHG15* in LoVo cells. **c** *SNHG15* and *SNORA9* expression levels in SW620 cells after inhibition of *SNHG15* with siRNAs. **d** Proliferation capacity of SW620 after *SNHG15* knockdown. **e** The results of colony formation assay performed quantified after 10 days of inhibition in LoVo cell line and (**f**) in SW620 cell line. **g** Cell-cycle phase distribution of LoVo cells determined by propidium iodide-staining (**h**) Percentage of apoptotic LoVo cells after staining with annexin V and 7-AAD (**i**) Number of LoVo cells invading through the membrane under the indicated conditions in the transwell assay. **j** Invading LoVo cells stained on transwell chambers after 48 h in each condition. The statistical analysis is performed by two-tailed Student’s t-test and graphs shows mean ± SEM of values (*p < 0.05, **p < 0.01, ***p < 0.001)

We subsequently investigated the effects of *SNHG15* overexpression on cell growth, invasion and tumor formation capacity. To do so, *SNHG15* cDNA sequence (837 bp) was cloned and expressed transiently in HCT 116 and SW480 cells, which express *SNHG15* at lower levels compared to LoVo and SW620 cells. qRT-PCR analysis indicated a significant increase in *SNHG15* RNA levels relative to the control cells transfected with the empty vector (Fig. 4a and d). MTS assay showed that the enforced expression of *SNHG15* led to a significant increase in cell proliferation (Fig. 4b and e). Colony formation assay also indicated that *SNHG15*-overexpressing cells not only could form more colonies but also of larger size (Fig. 4c and f). Consistently with the phenotype observed upon depletion, *SNHG15* overexpression did not influence cell cycle or apoptosis in HCT 116 cells (Fig. 4g-h). In addition, the overexpression of *SNHG15* in HCT 116 cells increased their invasion capacity (Fig. 4i).

**Fig. 4:**
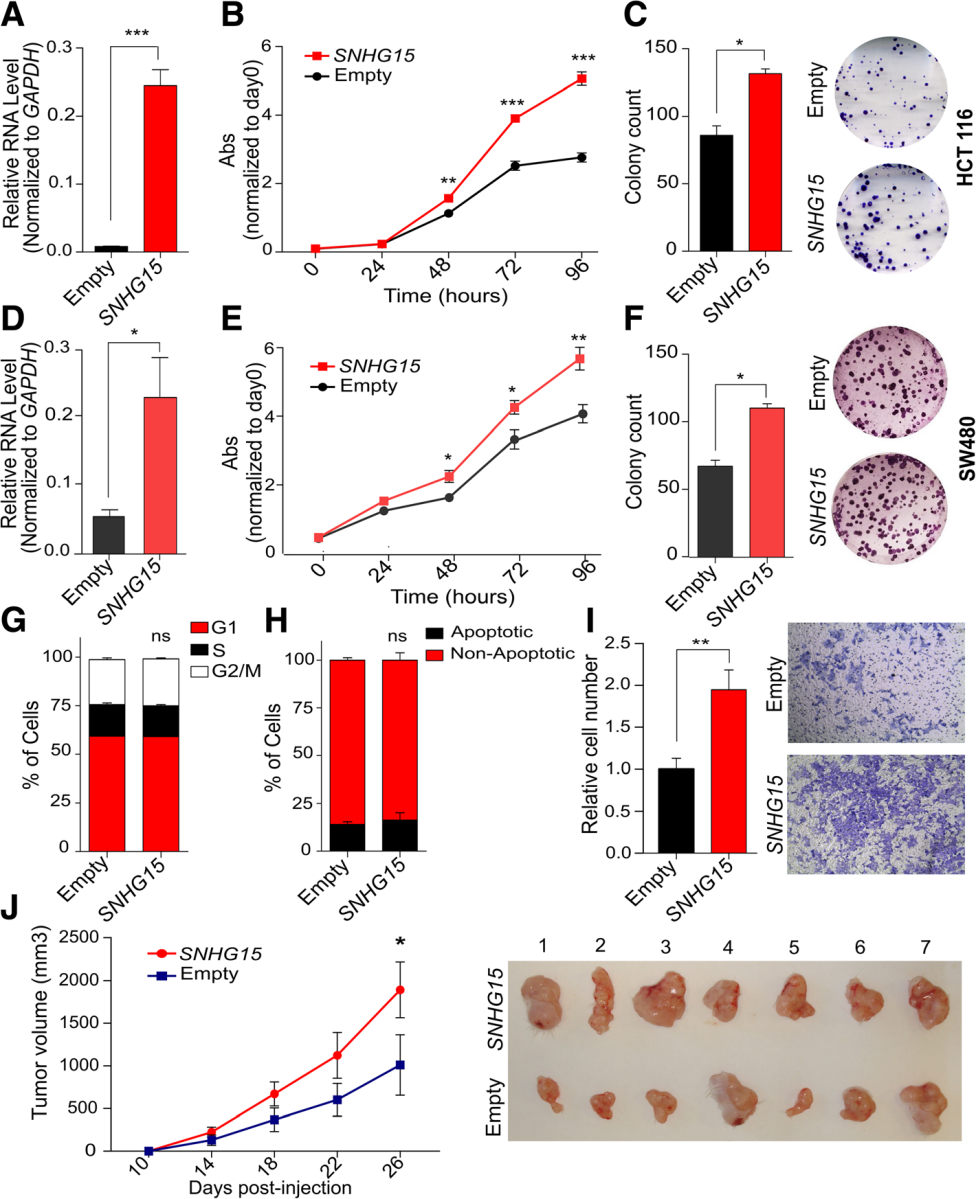
**a** Level of *SNHG15* after overexpression in HCT116 cells determined by qRT-PCR (**b**) Change in proliferation ability of HCT116 cells after overexpression of *SNHG15* in comparison with control. **c** Colony formation ability in overexpressing cells comparing to control cells. **d** *SNHG15* RNA level after Transfection SW480 cells with SNHG15-vector via Empty vector. **e** Change in cell proliferation ability after *SNHG15* overexpression in SW480 cell line. **f** Results of colony formation assay after overexpressing *SNHG15* in SW480 cells. **g** Cell cycle analysis in HCT 116 cells after overexpression of *SNHG15* using propidium iodide staining. **h** Percentage of apoptotic HCT 116 cells determined by annexin V and 7-AAD staining. **i** Invasion ability of HCT116 cells after overexpression of *SNHG15*. **j** Tumor formation in immunodeficient mice of the same cell lines (*n* = 7). *P* value is calculated by two-tailed Student’s t-test and graphs shows mean ± SEM of values (*p < 0.05, **p < 0.01, ***p < 0.001)

To further explore the role of *SNHG15* in the tumorigenicity of CRC cells, *SNHG15*-overexpressing and control HCT 116 cells were injected into immunodeficient mice, and the tumor size was measured every 4 days. As shown in Fig. 4j, tumors grew faster in cells overexpressed *SNHG15*, and larger and heavier tumors were formed by these cells after 4 weeks.

In order to confirm our results and exclude possible off target effects of the siRNAs, we knocked-out *SNHG15* by CRISPR-Cas9 system in LoVo cells. Two guide RNAs (gRNAs) were designed to delete a region of *SNHG15* of around 1400 bp without affecting *SNORA9* sequence (Fig. 5a). Several clones were obtained with homozygote deletion. After screening of the clones, we chose two independent clones with deletion in the aimed region confirmed by qRT-PCR with two pairs of primer designed specifically for deleted and non-deleted region. Of note, they no changes in *SNORA9* expression were observed (Fig. 5b). The experimental characterization of these two clones showed their low proliferation and colony formation capacity (Fig. 5c, d), while didn’t show significant changes in cell cycle profile and percentage of apoptotic cells (Fig. 5e-f). Moreover, xenograft mice model experiments confirmed our previous data and revealed that the tumors formed by knock-out cells were smaller and lighter than those formed by the wild type cells (Fig. 5g). Together, these results suggest that *SNHG15* promotes the oncogenic capacity of CRC cells.

**Fig. 5:**
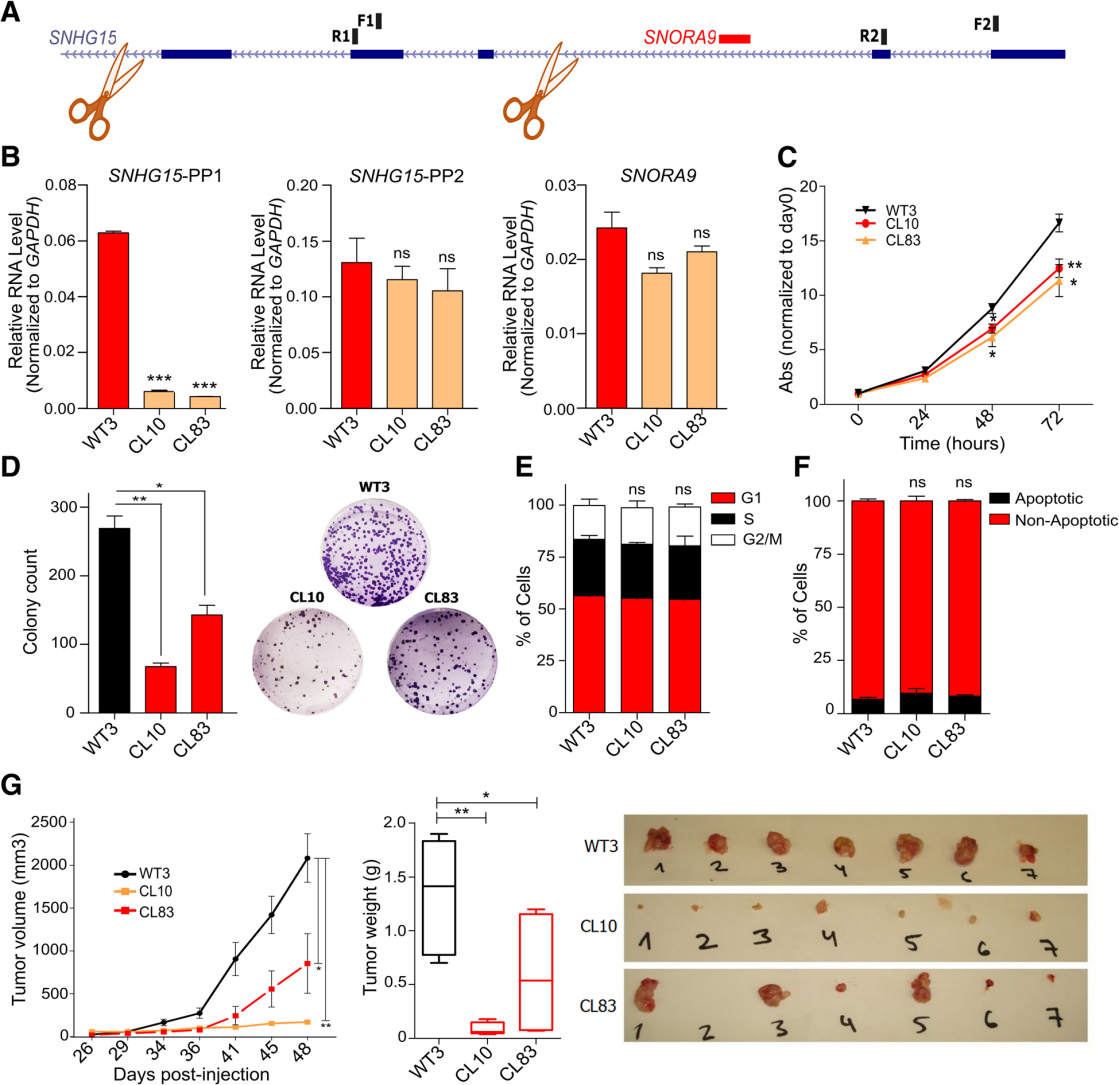
**a** Schematic representation of CRISPR/Cas9 technology to delete the region between exons 3 to 5 of *SNHG15* and annealing sites of primers to detect deleted and non-deleted regions on RNA. **b** Relative RNA level for deleted, non-deleted region and *SNORA9* from wild type (no. 3) and homozygote clones (no. 10 and no. 83) with the different primer sets. **c** Cell proliferation, **d** colony formation ability after knockout of *SNHG15*. **e** Cell cycle profile and (**f**) Percentage of apototic cells. **g** Tumor formation capacity after deletion of exons 3 to 5 of *SNHG15* in LoVo cells. The statistical analysis is performed by two-tailed Student’s t-test and graphs shows mean ± SEM of values (*p < 0.05, **p < 0.01, ***p < 0.001)

### *SNHG15* depletion in CRC cells affects the expression of genes with roles in cell proliferation, migration and survival

To determine the biological processes and pathways regulated by *SNHG15*, a gene expression analysis by RNA-seq was performed in LoVo cells after transfection with combination of two siRNAs or a negative control siRNA. 

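LoVo is an established human colorectal cancer cell line. The authors deposited the reads they counted on each of 63677 Ensembl genes, without normalization, for 3 libraries from cells given both *SNHG15* siRNAs and 3 from cells given the negative control siRNA, called scramble libraries in Table S4. Transfection was at 25 nM for 48 h. The scramble libraries held 8864258, 10256710 and 3446922 counts in replicates 1 to 3, and the *SNHG15* siRNA libraries 7167066, 6787123 and 8061596. Scramble replicate 3 was therefore counted least deeply, which widens the counting error of genes with few reads there. The paper's methods give a Maxwell 16 kit for the RNA, 3 biological replicates, a stranded mRNA library kit, paired-end reads, alignment with bowtie2 to hg19 and differential expression with DESeq2. The sample labels name TRIzol for the RNA instead. The program that counted the reads, its gene annotation, and its use of strand and of reads with several placements are not named in the paper's text. bowtie2 does not split a read over an intron, so aligned to a genome it could lose reads that cross an exon junction or place them on an intronless copy of the gene. Here the counts were scaled by edgeR's TMM factors, which lay between 0.961 and 1.06, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12507 genes that passed edgeR's filter on low counts. Levels are given as CPM, edgeR's counts scaled to library size and TMM factor, as mean ± SD over 3 libraries, and positions are on GRCh37. The 5 most abundant genes were *MT-CO3*, *MT2A*, *FTL*, *RPS21* and *RPLP1*, and the top 5 genes of each library took between 4.11% and 4.77% of its counts. Replicates of one condition differed by more than sampling noise in every pair, with a chi-square per degree of freedom of at least 4.34.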

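*SNHG15* itself was read first. It had 2473, 2783 and 864 raw counts in scramble replicates 1 to 3 and 557, 578 and 742 in the *SNHG15* siRNA libraries. Scaled for depth, its level was 276 ± 14.3 CPM (SD, n = 3) with the control siRNA and 82.5 ± 5.00 CPM (SD, n = 3) with the *SNHG15* siRNAs, so that 29.9% remained. The log2 fold change was -1.74 (standard error 0.12, adjusted p = 2.62e-05 from edgeR's quasi-likelihood test). It was the smallest p of all genes tested, and every siRNA library lay below every scramble library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The value stayed between -1.78 and -1.70 when each library was left out in turn. On the first principal component, which carried 46.0% of the variance of log2 CPM, the scramble libraries lay between -24.0 and -17.0 and the siRNA libraries between 11.5 and 39.1, with siRNA replicate 1 farthest out. Over all genes tested, 28.8% had siRNA libraries all on one side of the scramble libraries, against 10% by chance.

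**Figure D2:**
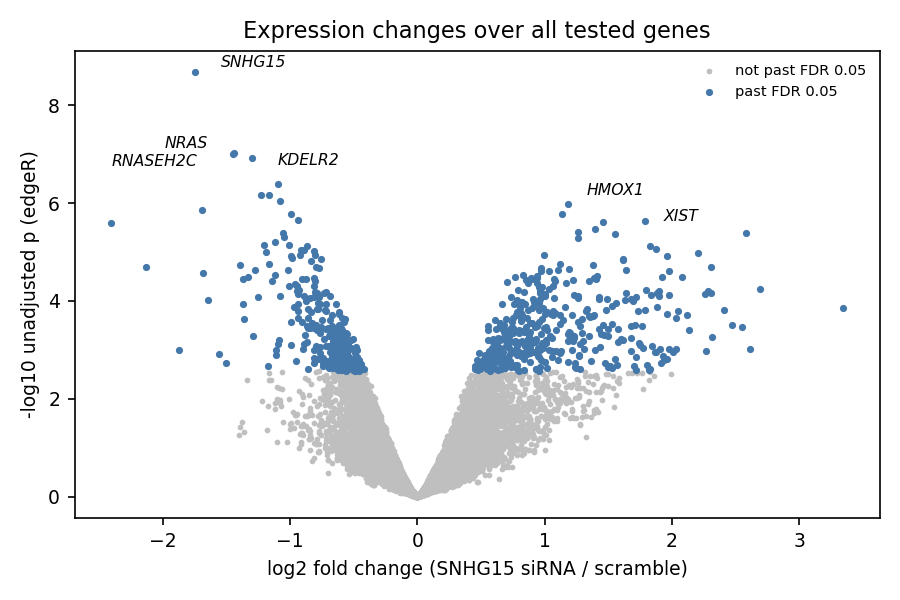
Log2 fold change of *SNHG15* siRNA over scramble libraries against -log10 of the unadjusted edgeR p, one point for each of the 12507 genes tested. Blue points passed an adjusted p of 0.05, and *SNHG15* is the highest point, at -1.74.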

Our results revealed an elevated number of genes significantly deregulated upon *SNHG15* depletion (Fig. 6a – Additional file 6: Table S4). 

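At an adjusted p of 0.05 from edgeR's quasi-likelihood test, 671 genes changed, 392 of them higher and 279 lower with the *SNHG15* siRNAs. The median log2 fold change was 0.96 among the higher genes and -0.67 among the lower ones. In 671 of these genes the 3 siRNA libraries lay on one side of the 3 scramble libraries. Without adjustment, 2820 genes had a p under 0.05. The count moved most, among the choices that keep all 6 libraries, without a filter on low counts, where 1312 genes passed, 685 higher and 627 lower. With DESeq2, the program of the paper's methods, 774 genes passed, 388 higher and 386 lower. Upper-quartile scaling moved the balance, with 515 higher and 230 lower. The count depended on single libraries, and without scramble replicate 2 it was 139. The paper's Table S4 lists 812 genes, 406 higher and 406 lower, and 622 of them were among the 671 genes here, with the same direction in 622.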

Among 766 genes with a significant change of expression (FDR < 0.05), 372 genes were upregulated and 394 genes were downregulated. In order to obtain more information about *SNHG15* function, Ingenuity Pathway Analysis (IPA) was performed, showing that the genes affected by *SNHG15* knockdown are preferentially associated to cancer as well as cell death and survival (Fig. 6b). 

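The changed genes from which such a functional analysis starts were mostly protein-coding. Of the 671 genes, 560 were annotated as protein-coding, 306 of them higher and 254 lower. Long noncoding RNAs made up 44, with 32 higher and 12 lower, and processed pseudogenes 42, with 36 higher and 6 lower. Processed pseudogenes are intronless copies of other genes, so that their counts can hold reads of the parent mRNA. A further 16 identifiers had no entry in the annotation used. In 222 of the 671 genes the change was at least 1 on the log2 scale, 181 of them higher and 41 lower. The Ingenuity knowledge base was not used here, and the functional categories were not recomputed.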

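The gene lists of the Ingenuity pathways were not used here. In their place, lists for 4 pathways written from general knowledge before the counts were examined were tested with camera, a test of whether a list's genes rank apart from the others, at a preset correlation of 0.01, adjusted over 9 lists. The 4 topics follow the pathways that the paper reports from these same libraries, so their tests are no independent support for them. The 30 DNA replication genes had a median log2 fold change of -0.35, and 27 of the 30 were lower with the *SNHG15* siRNAs (camera, adjusted p = 5.62e-07). In this list 5 genes passed the adjusted p of 0.05 from edgeR over all genes, and 8 when adjusted over the list alone. Those with the smallest p were *CDC45* (log2 fold change -0.73, standard error 0.13, adjusted p = 0.00761 from edgeR), *MCM4* (-0.63, standard error 0.13, adjusted p = 0.0171) and *PCNA* (-0.56, standard error 0.12, adjusted p = 0.0191). The 17 tested GADD45 signaling genes had a median of -0.13 (camera, adjusted p = 0.0269), with 3 past the threshold over all genes and 8 when adjusted over the list alone. The 28 genes of CHK checkpoint control had a median of -0.19 (camera, adjusted p = 0.0614), with 2 and 8 genes past the threshold in the same ways. Of these, *RFC5* fell by 0.50 on the log2 scale (standard error 0.13, adjusted p = 0.0491 from edgeR), and *TLK1* rose by 1.21 (standard error 0.29, adjusted p = 0.0287) from a low level of 4.09 ± 1.69 CPM (SD, n = 3), although its 3′ UTR holds 1 match to the guide seed of siRNA #1. The 17 tested polyamine genes had a median of -0.11 (camera, adjusted p = 0.0614), with 2 and 6 past the threshold. *ODC1*, the enzyme at the entry of polyamine synthesis, fell from 974 ± 13.6 to 697 ± 40.2 CPM (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.11, adjusted p = 0.0262 from edgeR), and *APC* rose by 1.81 (standard error 0.47, adjusted p = 0.0431) from 1.05 ± 0.143 CPM (SD, n = 3). When each library was left out in turn, *CDC45* passed the threshold in 5 of 6 fits, *MCM4* and *TLK1* in 3, *PCNA* and *ODC1* in 2, and *RFC5* and *APC* in 1. Of the 11 alternatives that keep all libraries, *RFC5* passed in 5, *ODC1* in 9 and the other genes named here from the 4 lists in each that gave a value. With the rotation test fry, the adjusted p was 0.008 for DNA replication, 0.008 for CHK checkpoint control, 0.0134 for GADD45 signaling and 0.0669 for polyamines. With camera's estimated correlation none of the 4 lists passed, the smallest adjusted p being 0.144 for DNA replication.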

Interestingly, more detailed canonical pathway analysis showed that these genes contribute to some important molecular pathways and mechanisms of cancer, including polyamine regulation in colon cancer, GADD45 signaling, chromosomal replication during cell cycle and role of CHK protein in cell cycle checkpoint control (Fig. 6c). We chose 20 candidates among the genes detected by the RNA-seq and pathway analyses to validate the changes in their expression caused by *SNHG15* depletion. 

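The RNA-seq values of 9 genes followed up by qRT-PCR were compared between 3 libraries of each condition. *GADD45A* (chromosome 1, 68150884 to 68154017) fell from 872 ± 231 to 271 ± 109 CPM (SD, n = 3 each), a log2 fold change of -1.69 (standard error 0.27, adjusted p = 0.00548 from edgeR). *GADD45B* (chromosome 19, 2476120 to 2478257) fell from 36.2 ± 4.84 to 16.7 ± 0.972 CPM (SD, n = 3 each; log2 fold change -1.12, standard error 0.15, adjusted p = 0.00325). *NRAS* (chromosome 1, 115247090 to 115259392) had one of the smallest p of all genes, falling from 63.9 ± 2.20 to 23.5 ± 1.96 CPM (SD, n = 3 each), a log2 fold change of -1.44 (standard error 0.14, adjusted p = 0.000376 from edgeR), and its 3′ UTR holds 2 matches to the guide seed of each *SNHG15* siRNA. *CTGF*, whose 3′ UTR holds 1 match to the guide seed of siRNA #2, had a log2 fold change of -1.65 (standard error 0.30, adjusted p = 0.00823). *ERBB3* rose by 1.19 on the log2 scale (standard error 0.26, adjusted p = 0.0197). *HAS2* rested on 15, 27 and 11 raw counts against 2, 6 and 7 (log2 fold change -1.87, standard error 0.45, adjusted p = 0.0289), and it passed the threshold in 1 of the 6 fits that left out one library. Its 3′ UTR holds 1 match to the guide seed of siRNA #1. *BAG3* lay lower in every siRNA library, 113 ± 7.92 against 149 ± 6.88 CPM (SD, n = 3 each), with a log2 fold change of -0.40 (standard error 0.12) and an adjusted p of 0.0651 from edgeR, above the threshold; with DESeq2 its adjusted p was 0.0379. *LAMC3* had 0, 1 and 0 raw counts in the scramble libraries and 3, 11 and 11 in the siRNA libraries, too few for edgeR's filter. The scramble libraries and siRNA replicate 1 were at or under the floor of 3 counts, so no fold is given. *MYC*, lower in every siRNA library, lay above the threshold as well. Of the 6 fits that left out one library, *CTGF* passed in 5 and *ERBB3* in 4. In all, 6 of these 9 genes passed an adjusted p of 0.05 over all genes, and the count ranged from 3 without scramble replicate 2 to 7 without siRNA replicate 1 or 3. The paper picked its qRT-PCR candidates from its own analysis of these libraries, so this count is no independent check. With DESeq2, with DESeq2 and a prior, and without a filter on low counts, 8 of the 9 passed. With the GC offset 7 passed, and with at least 10 counts in every library 5 did.

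**Figure D3:**
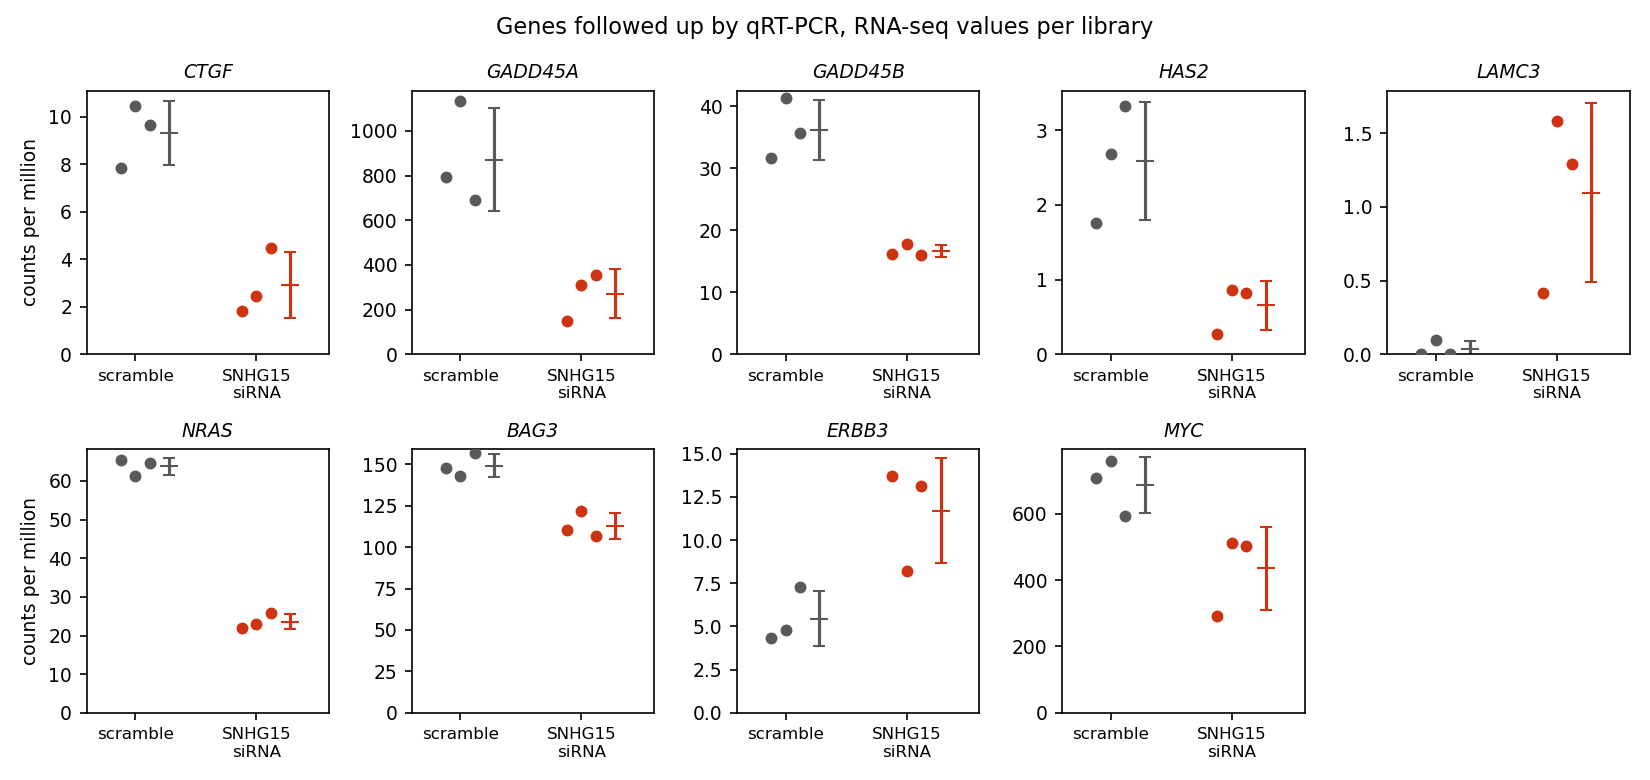
RNA-seq levels in CPM of the 9 genes, one panel for each, in the 3 scramble libraries (grey) and the 3 *SNHG15* siRNA libraries (red), in the order of replicates 1 to 3. Bars give the mean and SD, and axes start at 0; *LAMC3* and *ERBB3* lie higher and the others lower with the *SNHG15* siRNAs.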

Results showed that *CTGF*, *GADD45A*, *GADD45B*, *HAS2*, *LAMC3*, *NRAS*, *BAG3*, *ERBB3*, *MYC* and *CASP3* were deregulated after *SNHG15* inhibition with each individual siRNA or by the combination of them (Fig. 6c), confirming the effect of *SNHG15* in the regulation of these relevant genes.

**Fig. 6:**
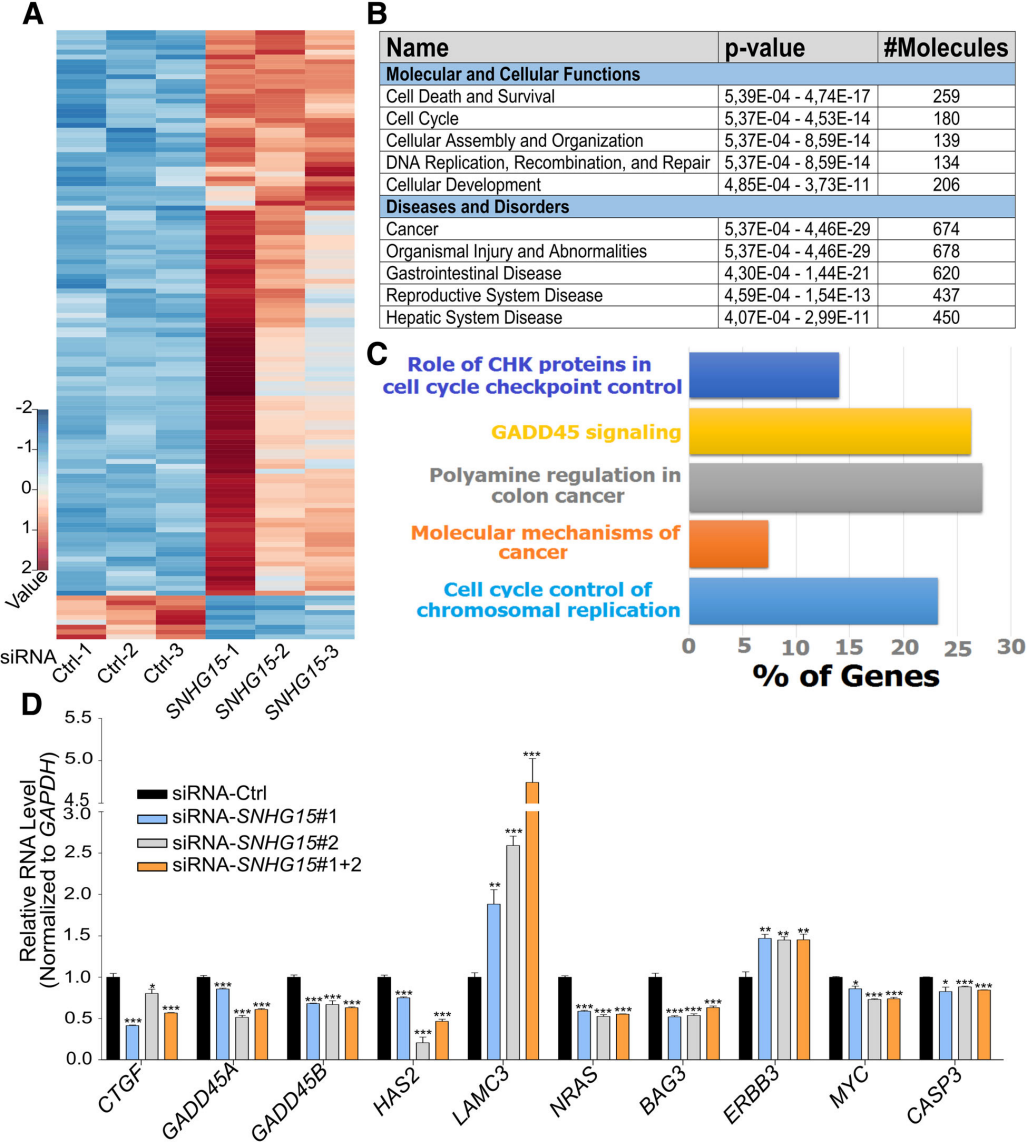
**a** Heatmap representation of genes deregulated after *SNHG15* depletion by siRNA in LoVo cells (*p* value < 0.01). **b** Molecular and cellular functions and diseases associated with these genes. *P* values are the min and max *p* values of the enriched categories within a general category that appears in the data Table. **c** Top canonical pathways changed after depletion of *SNHG15* recognized by IPA*.* **d** qRT-PCR analysis for RNA-seq validation on the genes selected from RNA-seq and pathway analysies. *P* value is calculated by two-tailed Student’s t-test and graphs shows mean ± SEM of values (*p < 0.05, **p < 0.01, ***p < 0.001)

### *SNHG15* interacts with AIF in the cytoplasm and contributes to the resistance to stress

The gene expression analysis performed reflected the physiological changes caused by *SNHG15* downregulation in CRC cells in terms of proliferation and tumorigenicity. However the analysis did not provide insights into the mechanism by which *SNHG15* affects the biology of the tumor cells. To investigate the mechanism by which *SNHG15* regulates CRC proliferation, we first set to determine its subcellular localization. Nuclear-cytoplasmic fractionation in LoVo cells showed that this lncRNA is mainly cytoplasmic (Fig. 7a). We hypothesized that *SNHG15* interacts with cytoplasmic proteins to carry out its functions, so we focused on identifying specific physical interactions with *SNHG15*. To that end, we performed RNA pull-down using in vitro transcribed *SNHG15* RNA or an unrelated RNA of similar length (murine linc-p21) as control. The RNAs were incubated with cytoplasmic extract of LoVo cells and mass spectrometry (MS) was performed on the differential band found on the retained proteins (Fig. 7b, upper panel). Apoptosis Induced Factor (AIF) was identified as a protein bound to *SNHG15* with 8 unique peptides but absent in the control RNA pull-down. AIF is a bifunctional protein that exhibits distinct roles based on its subcellular localization. After translation in the cytosol AIF is transported to the mitochondria, where it acts as an NADH oxidase to generate O_2_^−^ and subsequently H_2_O_2_ [21]. In consequence, AIF has an effect on reactive oxygen species (ROS) levels with a strong impact in various cellular stress and survival pathways [22, 23]. On the other hand, upon apoptotic stimulus AIF can be cleaved and translocated to the nucleus, where it binds to DNA and promotes chromatin condensation and DNA fragmentation, which are necessary for the apoptosis program [24]. Interestingly, the molecular weight of the isoform that we found as interacting with *SNHG15* is around 67 kDa (full length protein), indicating that *SNHG15* binds to the precursor AIF.

**Fig. 7:**
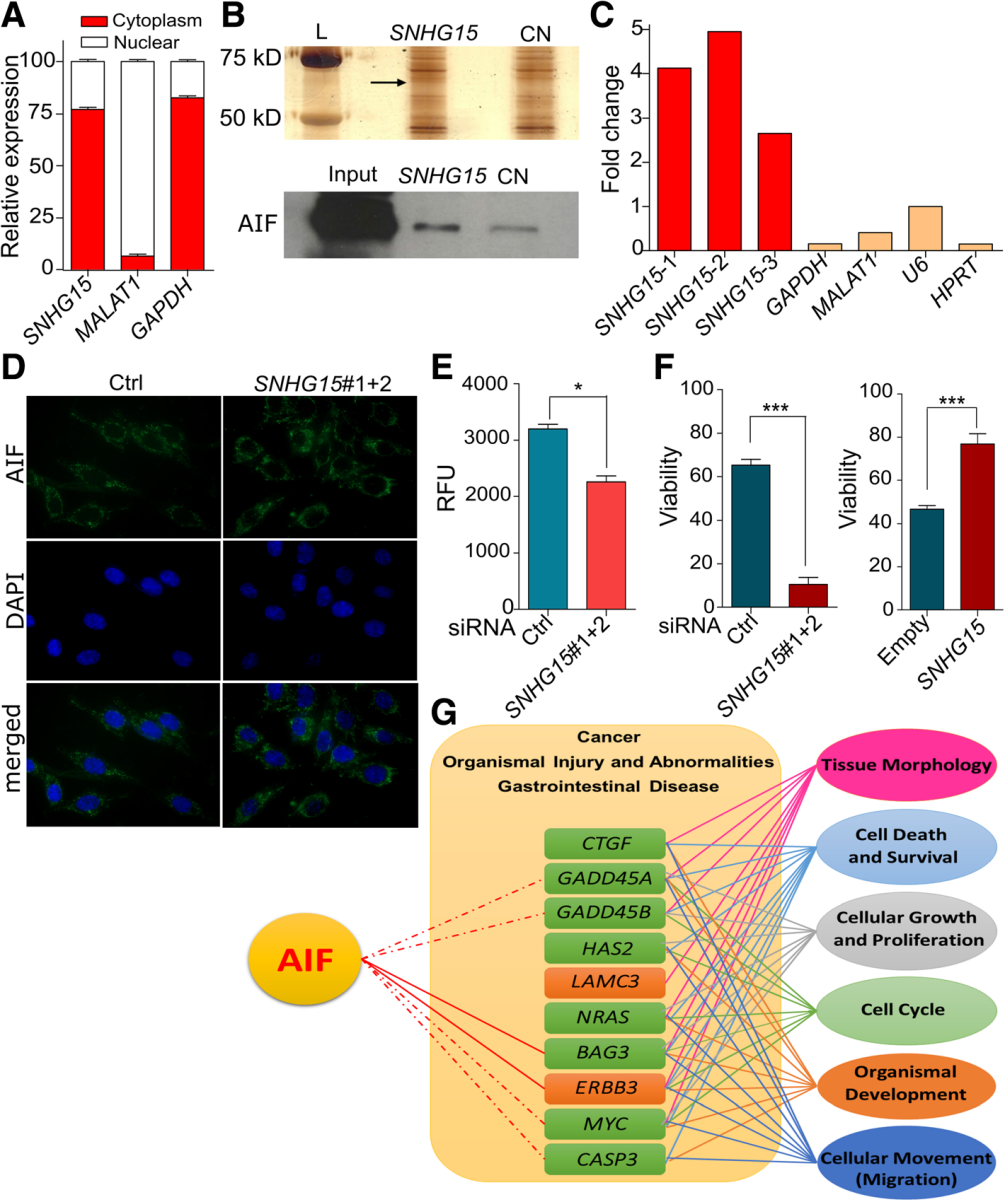
**a** RNA levels of *SNHG15* and control RNAs in nuclear and cytoplasmic fractions measured by qRT-PCR. The statistical analysis is performed by two-tailed Student’s t-test **b** Top: Silver stained gel with the proteins retained in the RNA pull-down experiment by *SNHG15* and linc-p21 as negative control (CN), the differential band analyzed by mass spectrometry is indicated by an arrowhead; bottom: detection of the AIF protein by western blot in a replicate of the RNA pull-down experiment. **c** RNA immunoprecipitation using AIF monoclonal antibody and followed by qRT-PCR using three different primer pairs for *SNHG15*, and *MALAT-1*, *U6*, *GAPDH* and *HPRT* as negative controls. **d** AIF localization after *SNHG15* inhibition using immunofluorescence antibody. Nuclei were stained with DAPI. **e** ROS levels of in LoVo cells transfected with the indicate siRNAs (*p* value< 0.05). **f** Cell viability determined by MTS of CRC cells (LoVo and HCT 116) after depletion or overexpression of *SNHG15* treated with 8 μg/mL for 48 h (*p* value< 0.001). **g** Connection between AIF and the genes validated with most important pathway recognized. The statistical analysis is performed by two-tailed Student’s t-test and graphs shows mean ± SEM of values

The interaction between *SNHG15* and AIF was further validated by western blot using specific antibody against AIF (Fig. 7b). Moreover, it was confirmed by RNA immunoprecipitation (RIP) with an antibody able to specifically immunoprecipitate the endogenous AIF (Fig. 7c). To further investigate the functional relationship between *SNHG15* and AIF, immunofluorescence studies were performed showing that inhibition of *SNHG15* did not change AIF subcellular localization from cytoplasm to nucleus (Fig. 7d), suggesting that *SNHG15* is not implicated in the pro-apoptotic function of AIF.

Based on these observations and the phenotype observed in the cells upon *SNHG15* inhibiton, we hypothesized that *SNHG15* binding to AIF does not influence AIF role in apoptosis, but may affect the other mechanism in which the protein has been involved, i.e. respiratory chain and stress response [22, 23]. To test this hypothesis, we measured ROS levels in *SNHG15*-depleted cells in comparison to controls. As shown in Fig. 7e, after depletion of *SNHG15*, ROS levels resulted in a significant reduction. Since enhancement of ROS is known to prevent cellular toxicity by neutralizing chemical stresses [22, 23], we examined whether the expression of *SNHG15* had an influence on survival of CRC cells after treatment with 5-FU as chemical stress. To do this, we depleted or overexpressed *SNHG15* in CRC cells (LoVo or HCT 116) and exposed them to different concentrations of 5-FU (0 to 50 μg/mL). After 48 h of drug treatment, the results on proliferation assay showed that *SNHG15* levels had a significant influence on the response of CRC to 5-FU at 8 μg/mL. At this concentration, *SNHG15*-depleted cells were more sensitive to 5-FU and their viability was lower compared to control cells. On the other hand, *SNHG15*-overexpressing cells showed more resistance and higher survival to the drug treatment than control cells (Fig. 7f). These results suggest that the increased levels of *SNHG15* are related with the capacity of CRC cells to cope with the cytotoxic stress caused by 5-FU, which could be mediated by its interaction with AIF. 

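The gene of AIF itself, *AIFM1* (ENSG00000156709, chromosome X, 129258641 to 129299853), did not change detectably at the RNA level. It had 114 ± 8.33 CPM (SD, n = 3) in the scramble libraries and 101 ± 9.53 CPM (SD, n = 3) in the *SNHG15* siRNA libraries, a log2 fold change of -0.17 (standard error 0.13, adjusted p = 0.439 from edgeR), and the conditions overlapped. Its 3′ UTR holds 1 match to the guide seed of siRNA #1. The log2 fold change stayed between -0.24 and -0.10 when each library was left out in turn, and no alternative brought it past the threshold. Of the genes that Fig. 7g joins to AIF, *GADD45A*, *GADD45B* and *ERBB3* passed an adjusted p of 0.05 from edgeR, while *BAG3* and *MYC* did not. With DESeq2, the program of the paper's methods, *BAG3* and *MYC* passed as well (adjusted p = 0.0379 and 0.013). The 37 subunit genes of respiratory complex I had a median log2 fold change of 0.01, with 17 lower and none past the threshold, against 3 at an unadjusted p under 0.05 (camera, adjusted p = 0.712). These RNA levels do not test the AIF protein, its binding to *SNHG15* or the ROS levels that the paper measured.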

In agreement with these findings, pathway analysis on the genes affected by *SNHG15* knockdown revealed that many of them are functionally related to AIF. Moreover, the role of this group of genes in many important cellular mechanisms such as tissue morphology, cell death and survival, cellular growth and proliferation, cell cycle, organismal development and cellular movement (migration) was confirmed. It was also revealed that these genes contributed in some disorder like cancer, gastrointestinal disease, organismal injury and abnormalities (Fig. 7g).

## Discussion

Since colorectal cancer is the third most common human malignancy worldwide [13], many researchers have focused on the characterization of CRC-related lncRNAs as new biomarkers for diagnosis or targeted therapy of this disease. Some of these important lncRNAs include *CCAT1*, *H19*, *HOTAIR*, *MALAT1*, *UCA1* and *PTENP1* [14, 25]. In this study, we searched for lncRNAs strongly associated with poor prognosis of CRC. *SNHG15* was identified as an oncogenic lncRNA whose upregulation was related to poor survival of CRC patients. Interestingly, the classification of colorectal adenocarcinoma TCGA samples relative to *MYC* expression showed that *SNHG15* is upregulated in the samples with high levels of *MYC* expression. More investigation confirmed that MYC has two binding sites (E-box) on *SNHG15* sequence and bound them in different cancerous cell lines. Furthermore, its inhibition by siRNA, led to decrease *SNHG15* level in CRC cell line and confirmed that *SNHG15* is transcriptionally regulated by MYC. On the other hand, RNA-seq results showed significant reduction of *MYC* transcript after depletion of *SNHG15*. These finding suggest a feedback loop between *SNHG15* and *MYC* expression that introduce *SNHG15* as an additional component of the pro-proliferative network activated by this oncogenic transcription factor. 

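*MYC* (ENSG00000136997, chromosome 8, 128747680 to 128755197) had 686 ± 85.1 CPM (SD, n = 3) with the control siRNA and 435 ± 125 CPM (SD, n = 3) with the *SNHG15* siRNAs. Every siRNA library lay below every scramble library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was -0.66 (standard error 0.19), with an unadjusted p of 0.00426 and an adjusted p of 0.0613 from edgeR, above 0.05. With DESeq2 it was -0.67 with an adjusted p of 0.013, below the threshold. Replicate 1 of the siRNA libraries held the lowest level, with 2099 raw counts, and without it the log2 fold change was -0.44 (adjusted p = 0.0462 from edgeR). The 3′ UTR of *MYC* holds 0 matches to the guide seed of either siRNA, but its whole transcript holds 2 to that of siRNA #2. Among 55 tested MYC target genes, 45 were lower with the *SNHG15* siRNAs, and their median log2 fold change was -0.14 (camera, adjusted p = 0.00578; fry, adjusted p = 0.0857; camera with estimated correlation, adjusted p = 0.282). Of these, 2 passed the adjusted p over all genes, and 2 when adjusted over the list alone. Those that passed over all genes are also members of other lists tested here, so the lists overlap and are not independent. Without siRNA replicate 3 the median of the MYC target list was -0.09 and its adjusted p 0.106 from camera. From this reduction, and from its findings on the regulation of *SNHG15* by *MYC*, the paper proposes a feedback loop between both genes.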

Consistently with this notion, the depletion of *SNHG15* by different experimental methods leads to decreased cell proliferation, while its enforced expression promotes cell proliferation and clonogenicity.

Long non-coding RNAs have been involved in a variety of mechanisms that can take place in different cellular compartments. Although some studies have addressed the role of *SNHG15* in the nucleus [18], in LoVo cells *SNHG15* is mainly localized in the cytoplasm, suggesting that it has a role in this cellular compartment. To elucidate the role of *SNHG15*, we searched for proteins with specific physical interactions with *SNHG15*, identifying AIF as associated with *SNHG15*. AIF mRNA is translated in the cytoplasm into a 613-amino acid precursor (67 kDa) that is transported to mitochondria via mitochondrial localization signal (MLS). After being imported into the intermembrane space, the first 34 amino acids are removed and the 62 kDa mature AIF (AIFmit) is generated to contribute to the respiratory chain as an NADH oxidase [21, 26]. If cells receive an apoptotic stimulus, a different cleavage occurs in AIFmit by calpain or cathepsin, and a 57 kDa AIF is formed to induce DNA condensation and DNA fragmentation in the nucleus [27–29].

It has been shown that AIF maintains the transformed state of CRC cells via its NADH oxidase activity and cells show more apoptosis sensitivity as a result of AIF knockout and decreases in ROS level. In other words, AIF helps to neutralize chemical stress, and increased protein level of AIF leads to enhancement of ROS to prevent cellular toxicity [22, 23]. Interestingly, we did not observe significant changes in the number of apoptotic cells after dysregulation of *SNHG15*. In addition, inhibition of *SNHG15* did not induce translocation of AIF into nucleus after 48 h. These data suggest that under these experimental conditions, i.e. in the absence of apoptotic stimulus, *SNHG15* mainly affects the oxidation-related function of AIF. Given the full-length size of the AIF protein interacting with *SNNH15*, and the subcellular localization of the lncRNA, we speculate that *SNHG15* could interact with AIF upon the protein translation, coupling it to its correct translocation to the mitochondria. Interestingly, many studies have demonstrated that several members of the HSP70 family could bind to AIF and neutralize this protein [30]. Gurbuxani et al. showed that fragment between amino acids 150 to 228 of AIF is necessary for binding to HSP70 and this interaction block AIF nuclear localization [31]. As this fragment exists in both isoform of AIF, this process may occur for mitochondrial localization, so it is possible that binding *SNHG15* to AIF could prevent AIF neutralization by HSP70 family and help it to translocate to intermembrane space of mitochondria for contributing in respiratory chain activities and stress response. In agreement with our observations, previous studies have shown that *SNHG15* contribute to the molecular mechanism of cellular stress response. This lncRNA is a short-lived lncRNA (t1/2 < 4 h) and its expression level is increased significantly after 24 h cycloheximide used as a stressor, when its half-life was increased from 3.4 to more than 24 h after this treatment [32]. We showed that after depletion of *SNHG15*, ROS levels are significantly decreased, and drug sensitivity experiments showed that inhibition of *SNHG15* could sensitize CRC cells to 5-FU, which is a basic chemotherapeutic drug for CRC. Based on these results, we propose that the interaction between AIF and *SNHG15* may be help to incorporate this protein in ROS formation pathway.

Gene expression analysis after depletion of *SNHG15* revealed significant deregulation of multiple genes including *CTGF*, *GADD45A*, *GADD45B*, *HAS2*, *LAMC3*, *NRAS*, *BAG3*, *ERBB3*, *MYC* and *CASP3.* Most of these genes are known to play an important role in CRC tumor development and response to treatment. For example, *CTGF* decreases cell apoptosis and enhances CRC chemoresistance to 5-FU [33]. The inhibition of *GADD45A* leads to decrease in DNA repair and sensitize cells to ultraviolet-irradiation or cisplatin [34], while high level of its expression, turns CRC cells resistant to treatment with oxidative stress-inducing compounds [35]. *GADD45B* is significantly upregulated in CRC, and high levels of *GADD45B* expression are related to poor survival of patients [36]. Similarly, *HAS2* [37, 38], *NRAS* [39, 40] and *BAG3* [41–43] have well-established roles in CRC carcinogenesis and response to chemotherapy. Therefore, the gene expression changes linked to the loss of *SNHG15* are affecting central oncogenic pathways, including the response to chemotherapy and drug response, which is directly related of AIF function. However we cannot exclude that *SNHG15* has additional functions in the cell. For instance, *SNHG15* has been reported to control Slug stability in the nucleus [18] or regulate the levels of certain microRNAs [44–46]*.* It remains to be shown if the combination of other mechanisms with the AIF-dependent here described confers *SNHG15* its full pro-oncogenic activity.

Beyond CRC, the dysregulation and oncogenic role of *SNHG15* has been indicated in various types of cancer, including gastric [47] and hepatocellular carcinoma [48], osteosarcoma [44], as well as pancreatic [49] and breast cancers [46]. Our study, together with this body of work, including a recent study relating this lncRNA with increased liver metastasis of CRC tumors [50], indicate that *SNHG15* possesses a broad oncogenic activity, and suggests that the development of tools to target the lncRNA could have therapeutic value across multiple cancer types.

## Conclusion

Our results describe a role for the MYC-regulated *SNHG15* locus in colorectal cancer, role dependent on the lncRNA encoded by this bifunctional gene. The lncRNA *SNHG15* is able to promote colon cancer and mediating drug resistance, suggesting its potential as prognostic marker and target for RNA-based therapies.

## Additional files

Additional file 1: **Table S1.** Primers used for qRT-PCR.

Additional file 2: **Table S2.** Guide RNAs used for CRISPR-Cas9 editing.

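Both guide sequences of Table S2, without their cloning overhangs, have 1 exact match in GRCh37, on the minus strand of chromosome 7. AAGACCCTGCGTCTTCTTGA lies from 45022558 to 45022577, downstream of the last exon of the 5-exon *SNHG15* transcript of GENCODE's basic set, and is followed by the PAM AGG. CCTGTGTTCCTCTGGGTGGT lies from 45024077 to 45024096 in intron 2 and is followed by the PAM GGG. Cuts 3 bp from each PAM would remove 1519 bp with exons 3 to 5, and leave the *SNORA9* primer sites of Table S1 in place.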

Additional file 3: **Table S3.** The most significantly deregulated lncRNAs with high expression correlated with low survival of patients.

Additional file 4: **Figure S1.** Association possibility of *SNHG15* to polysomes, *GAPDH* expression was evaluated as a positive control. (PNG 1830 kb)

Additional file 5: **Figure S2.** (A) Cell cycle analysis of CRC cells after synchronization with double thymidine block procedure. (B) *SNHG15* expression level of synchronized cells after each time point. Graphs shows mean ± SEM of values. (PNG 604 kb)

Additional file 6: **Table S4.** RNA seq analysis of LoVo cells after SNHG15 depletion.

## Abbreviations

5-FU: Fluorouracil
AIF: Apoptosis Induced Factor
ATCC: American Type Culture Collection
BAG3: BCL2 Associated Athanogene 3
CASP3: Caspase 3
CCAT1: Colon Cancer Associated Transcript 1
ChIP: Chromatin immunoprecipitation
CHX: Cycloheximide
CL: Clone
CRC: Colorectal cancer
CRISPR: clustered regularly interspaced short palindromic repeats
CTGF: Connective Tissue Growth Factor
Ctrl: Control
DAPI: 4′,6-diamidino-2-phenylindole
DMEM: Dulbecco’s modified Eagle’s medium
EDTA: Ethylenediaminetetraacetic acid
ERBB3: Erb-B2 Receptor Tyrosine Kinase 3
FBS: Fetal bovine serum
FDR: False Discovery Rate
GADD45A: Growth Arrest and DNA Damage Inducible Alpha
GADD45B: Growth Arrest and DNA Damage Inducible Beta
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GENCODE: Encyclopedia of DNA Elements
GFP: Green Fluorescent Protein
gRNAs: guide RNAs
HAS2: Hyaluronan Synthase 2
HOTAIR: HOX Transcript Antisense RNA
HPRT: Hypoxanthine Phosphoribosyltransferase
IPA: Ingenuty Pathway Analysis
LAMC3: Laminin Subunit Gamma 3
lncRNA: Long Noncoding RNA
MALAT1: Metastasis associated lung adenocarcinoma transcript 1
miRNAs: microRNA
MLS: Mitochondrial Localization Signal
MS: Mass Spectrometry
NC: Negative Control
ncRNAs: non-coding RNAs
PBS: Phosphate Buffered Saline
PFA: Paraformaldehyde
piRNAs: Piwi-interacting RNA
PTENP1: Phosphatase and Tensin Homolog Pseudogene 1
qRT-PCR: Quantitative Reverse Transcription Polymerase Chain Reaction
RFU: Relative Fluorescence Unit
RIP: RNA Immunoprecipitation
ROS: Reactive Oxygen Species
RPMI-1640: Roswell Park Memorial Institute
RT: Room Temperature
SD: Standard Deviation
SEM: Standard Error of the Mean
sgRNAs: single-guide RNAs
siRNA: Small interfering RNA
SNHG15: Small Nucleolar RNA Host Gene 15
SNORA9: Small Nucleolar RNA, H/ACA box 9
snoRNAs: Small Nucleolar RNA
TCGA: The Cancer Genome Atlas
TNM: Tumor, lymph node, metastasis
UCA1: Urothelial Cancer Associated 1
WT: Wild Type

# Supplementary material for: SNHG15 is a bifunctional MYC-regulated noncoding locus encoding a lncRNA that promotes cell proliferation, invasion and drug resistance in colorectal cancer by interacting with AIF
**Source:** J Exp Clin Cancer Res. 2019 Apr 24;38:172. doi: 10.1186/s13046-019-1169-0
**Supplement:** Supplementary file 1 — Table S1. Primers used for qRT-PCR.

**Table S1:** Primers used for qRT-PCR

| **Name** | **Forward Primer (5'->3')** | **Reverse Primer (5'->3')** |
| --- | --- | --- |
| SNHG15-PP1 | CACAAGAGTGCCTGCCATC | GGCAGCCACTGAAGGTATC |
| SNHG15-PP2 | GTTGCCTGACCATTCCTGAG | AGTAAGCTCTTCCACTTTGAGACC |
| SNORA9 | GCATTCCTTCAGTGCTTGCT | ATTGTCTGAAATTTCTATAACCTTGCT |
| MYC | CACCAGCAGCGACTCTGA' | GATCCAGACTCTGACCTTTTGC |
| CTGF | AGCTGACCTGGAAGAGAACATT | GCTCGGTATGTCTTCATGCTG |
| GADD45A | GCAGTTTGCAATATGACTTTGG | CATCCCCCACCTTATCCAT |
| GADD45B | CGGCCAAGTTGATGAATGT | GATTTGCAGGGCGATGTC |
| CASP | TGTGGAATTGATGCGTGATG | TCCAAAAATTATTCCTTCTTCACC |
| LAMC3 | CCTGTACGACCATCCCAGAG | GCCATCATCACAGACCTCAC |
| HAS2 | TTATTACCTCAATTTTGGAAACTGC | TCAGGATACATAGAAACCTCTCACAA |
| BAG3 | GCACCACTACGTGGAACGA | GGTGGCCTTCCCTAGCAG |
| ERBB3 | TCGAGCAACATTGATGGATTT | GATCTTGTGCCAGGGGTCT |
| MALAT1 | GACGGAGGTTGAGATGAAGC | ATTCGGGGCTCTGTAGTCCT |
| U6 | GCTTGCTTCAGCACATA | AAAAACATGGAACTCTTCACG |
| HPRT | TGACACTGGCAAAACAATGCA | GGTCCTTTTCACCAGCAAGCT |
| GAPDH | AGCCACATCGCTCAGACAC | GCCCAATACGACCAAATCC |

# Supplementary material for: SNHG15 is a bifunctional MYC-regulated noncoding locus encoding a lncRNA that promotes cell proliferation, invasion and drug resistance in colorectal cancer by interacting with AIF
**Source:** J Exp Clin Cancer Res. 2019 Apr 24;38:172. doi: 10.1186/s13046-019-1169-0
**Supplement:** Supplementary file 2 — Table S2. Guide RNAs used for CRISPR-Cas9 editing.

**Table S2**. Guide RNAs used for CRISPR-Cas9 editing

| **Name** | **sequence 5'->3'** |
| --- | --- |
| SNHG15 sgRNA-1.1 | CACCGAAGACCCTGCGTCTTCTTGA |
| SNHG15 sgRNA-1.2 | AAACTCAAGAAGACGCAGGGTCTTC |
| SNHG15 sgRNA-2.1 | CACCGCCTGTGTTCCTCTGGGTGGT |
| SNHG15 sgRNA-2.2 | AAACACCACCCAGAGGAACACAGGC |

# Supplementary material for: SNHG15 is a bifunctional MYC-regulated noncoding locus encoding a lncRNA that promotes cell proliferation, invasion and drug resistance in colorectal cancer by interacting with AIF
**Source:** J Exp Clin Cancer Res. 2019 Apr 24;38:172. doi: 10.1186/s13046-019-1169-0
**Supplement:** Supplementary file 3 — Table S3. The most significantly deregulated lncRNAs with high expression correlated with low survival of patients.

**Table S3.** The most significantly deregulated lncRNAs with high expression correlated with low survival of patients

| **Name** | **Gencode Gene ID** | **Chromosome** | **Position** | **p value** | **p value of survival** |
| --- | --- | --- | --- | --- | --- |
| *SNHG15* | ENSG00000232956.8 | 7 | 44,983,023-44,986,834 | 7.5e-23 | 4e−05 |
| *RP11−775H9.2* | ENSG00000251567.5 | 4 | 136,173,199-136,395,471 | 1.02e-07 | 0.00011 |
| *RP11−369K17.1* | ENSG00000253619.1 | 8 | 120,913,065-121,119,754 | 1.51e-07 | 0.00014 |
| *RP11−774D14.1* | ENSG00000251629.6 | 5 | 20,611,840-20,937,691 | 1.36e-06 | 0.00022 |
| *RP11−739G5.1* | ENSG00000258631.2 | 15 | 93,589,867-93,760,799 | 1.52e-10 | 0.00032 |
| *RP1−154K9.2* | ENSG00000231772.5 | X | 42,252,459-42,699,291 | 6.26e-09 | 0.00046 |
| *RP11−341G5.1* | ENST00000510907.5 | 4 | 13,655,179-13,931,228 | 3.04e-08 | 0.00143 |
| *RP1−15D23.2* | ENSG00000224228.2 | 1 | 172,775,905-173,064,015 | 1.62e-07 | 0.0019 |
| *RP11−31F15.2* | ENSG00000238198.1 | 1 | 113,011,687-113,073,105 | 8.57e-11 | 0.00192 |
| *RP11−217C7.1* | ENSG00000249675.1 | 4 | 166,388,701-166,526,119 | 3.07e-13 | 0.00246 |
| *AC004158.2* | ENSG00000261008.6 | 16 | 72,283,301-72,664,947 | 7.20e-14 | 0.00282 |
| *RP11−545D19.1* | ENSG00000233571.1 | X | 34,206,725-34,415,537 | 2.22e-09 | 0.00601 |
| *RP11−260O18.1* | ENSG00000239440.5 | 3 | 81,986,138-82,463,675 | 1.09e-06 | 0.00938 |
| *RP11−648K4.2* | ENSG00000259560.1 | 15 | 87,432,058-87,703,852 | 2.26e-10 | 0.00983 |

How the deposited data were processed for this re-analysis (not part of the article)

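RNA from LoVo cells transfected for 48 h with both *SNHG15* siRNAs or with a negative control siRNA at 25 nM was sequenced in 3 libraries for each condition. The deposited values are counts of reads per gene, which the authors made from reads aligned with bowtie2 to hg19 and did not normalize. The counting program, its annotation, and its use of strand and multiply placed reads are not named in the paper's text, so genes that share sequence with copies, and genes that overlap others, carry an uncertainty that the counts do not show. Conditions and replicate numbers were taken from the sample labels and the column titles, and 0 columns were left unassigned.

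The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with edgeR's filterByExpr at its minimum count of 10 and total of 15, scaled with TMM and tested with the quasi-likelihood test, comparing the 3 *SNHG15* siRNA libraries with the 3 scramble libraries without a block. Of 63677 genes, 23675 had counts and 12507 were tested. A gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg). Standard errors were taken from the fold change and its F statistic. Library totals lay between 3446922 and 10256710, with a median of 8864258 for the scramble and 7167066 for the siRNA libraries. A gene with 3 or fewer counts in every library of a condition was treated as at the floor. Counting error covers only the drawing of reads, not the making of the libraries.

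Gene names and positions came from GENCODE release 44 mapped to GRCh37, and older names from Table S4 and from RefSeq. 8012 identifiers had no entry in it. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and camera's estimated correlation beside it, over 9 lists: DNA replication, CHK checkpoint control, GADD45 signaling, polyamine regulation, MYC targets, complex I subunits, NRF2 targets, interferon response and p53 targets. They were written from general knowledge and are not the Ingenuity lists. The topics of the first 4 follow pathways that the paper reports from these same libraries. siRNA seed matches, to positions 2 to 8 of each strand, were sought in the 3′ UTR of 1 transcript for each of 10492 protein-coding genes, and the difference in median log2 fold change between genes with and without a match was set against 10000 random gene sets matched on mean expression.

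Named genes followed a rule set before the data were examined. It takes every gene named in the paper's text or Table S1, the 5 genes with the smallest p in each direction among those past the threshold with non-overlapping conditions, up to 3 genes past the threshold from each list, and the 5 most abundant genes. The rule was not kept in full. *SNORA9* and *U6* are in Table S1, but no level of either was read here. The count of qRT-PCR genes past the threshold was planned over 10 genes, and 1 of them was left out after the results were seen and is not used here, so that the count and the named genes hold the other 9. The alternatives set at the same time were DESeq2 1.42.0 with and without a prior, RLE and upper-quartile factors, no filter, a filter of 10 counts in every library, protein-coding genes only, offsets for GC content and for exon length, the replicate number as a block with and without the GC offset, and leaving out each library. The offsets were loess curves of each library with a span of 0.3. Ingenuity Pathway Analysis was not repeated. The qRT-PCR, tumor and CRISPR experiments were not analysed here.

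The steps were tested on simulated data first. In counts simulated for 12507 genes with 200 of them changed by 1 on the log2 scale, edgeR tested 12368 genes after its filter and recovered 156 of the changed genes with 12 false calls. DESeq2 recovered 145 of 200 with 8 false calls. When a GC trend was added to the simulated libraries, edgeR recovered 137 genes with 5 false calls without the GC offset, and 153 with 18 false calls among 171 with it. A shift of -0.1 simulated on the 1770 genes with a seed match among 10492 genes gave a difference of -0.10 with a p of 0.0001 in the permutation test, the smallest that 10000 random sets can give, and no shift gave a permutation p of 0.423. The simulated fold changes were shuffled over genes, which removes any link with 3′ UTR length. Genes with a match had a median 3′ UTR of 3088 bases against 1091 for the others. The simulated shift also exceeded the observed -0.0417, so neither a bias from length nor the power at that size was tested.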

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

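The GC offset and the fits without one library were planned as alternatives, but their use as tests of an explanation, and the tests of seed matches, were chosen only after the results were seen. In the genes with the smallest p that the paper does not discuss, a signal appeared above the level of the scramble libraries. *HMOX1* (log2 fold change 1.18, adjusted p = 0.00147 from edgeR), *HIST1H2BK* (1.14, adjusted p = 0.00177), *XIST* (1.79, adjusted p = 0.00196), ENSG00000270346 (1.46, adjusted p = 0.00196) and *CNFN* (1.39, adjusted p = 0.00249) were higher in 3 of 3 *SNHG15* siRNA libraries than in any scramble library. The offset for the GC content of genes left 4 of the 4 genes that have a GC value past the threshold, which argues against GC trends of single libraries as the whole cause for these. ENSG00000270346 has no such value, and the offset did not test it. The 5 genes passed in 6 of 6 fits that each left out one library. *XIST* overlaps *TSIX* on the other strand, and the position of ENSG00000270346 is not in the annotation, so reads of a neighboring gene were not tested for either. The loss of *SNHG15* and another effect of the siRNAs both remain open, since the libraries hold 1 mixture of siRNAs only.

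*RNASEH2C* (log2 fold change -1.45, adjusted p = 0.000376 from edgeR), *KDELR2* (-1.30, adjusted p = 0.000376) and *ICMT* (-1.09, adjusted p = 0.00103) were, with *SNHG15* and *NRAS*, the lower genes with the smallest p, and the paper does not discuss them. All 3 were lower in 3 of 3 *SNHG15* siRNA libraries than in any scramble library. Their 3′ UTRs hold 2, 1 and 3 matches to the guide seed of siRNA #2, and those of *KDELR2* and *ICMT* also 1 each to that of siRNA #1. So 4 of the 4 protein-coding genes among the top 5 lower genes have a match to the seed of siRNA #2. Silencing through the seed may therefore add to these falls, but the genes were picked by their falls, and a loss of *SNHG15* and seed-directed silencing by siRNA 2 cannot be told apart in libraries that received both siRNAs together.

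The 18 tested interferon response genes, which the paper does not discuss, had a median log2 fold change of 0.39, with 2 of the 18 lower with the *SNHG15* siRNAs (camera, adjusted p = 1.57e-04; fry, adjusted p = 0.0134; camera with estimated correlation, adjusted p = 0.184). In this list 3 genes passed the threshold over all genes, and 4 when adjusted over the list alone. Past it over all genes were *IFI6* (0.94, adjusted p = 0.00611 from edgeR), *ISG15* (0.85, adjusted p = 0.00918) and *IFIT1* (1.04, adjusted p = 0.0202). Of the 6 fits that left out one library, they passed in 6, 5 and 1. *IFIT1* was higher although its 3′ UTR holds 2 matches to the guide seed of siRNA #1. Without siRNA replicate 1, the library farthest from the others, the median was 0.42 (camera, adjusted p = 5.23e-06), which argues against that library as the whole cause. Cells can answer RNA duplexes with interferon genes. Both conditions received duplexes, and whether their sequences or the loss of *SNHG15* made the difference was not tested.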

How the results depend on the processing

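Among the alternatives that keep all 6 libraries, the log2 fold change of *SNHG15* stayed between -1.77 and -1.64 and past the threshold. The number of changed genes lay between 499, with at least 10 counts in every library, and 1312 without a filter on low counts (685 higher and 627 lower). The filter removes tested genes by its construction. Without it the standard errors moved too, from 0.268 to 0.137 for *GADD45A* and from 0.19 to 0.134 for *MYC*. That of *ICMT* rose from 0.118 to 0.147. Genes that passed only without a filter, or far more strongly there, therefore rest on another estimate of their spread and are weaker evidence. The cause of the rise in the count was not tested further. With the GC offset 916 genes passed, 431 of them lower, and 659 of the 671 genes were among them, of which 16 have no GC value to correct; in the simulated data this offset also raised the false calls. Upper-quartile factors gave 69.1% of 745 genes as higher against 58.4% of 671, so the balance of higher and lower genes depends on the scaling.

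*MYC* passed the threshold with DESeq2 at a log2 fold change of -0.67, with DESeq2 and a prior at -0.58 and without a filter at -0.68, and its adjusted p over the 11 alternatives lay between 4.53e-05 and 0.079. The median of the CHK list was -0.21 and past the threshold without a filter. That of the polyamine list was past it with DESeq2 and with its prior, at -0.11 each, and without a filter or with at least 10 counts in every library, at -0.13 each. The median of the complex I list was -0.0123 without a filter and -0.0129 with the exon-length offset, against 0.01, and that of the NRF2 list -0.000903 with DESeq2, -0.00137 with its prior and -0.0497 with the GC offset, against 0.01, none past the threshold. With upper-quartile factors *GAPDH* had 0.00916 and *PTENP1* 0.00354, each with the sign reversed and not past the threshold. The seed matches of the siRNA #1 passenger strand reversed to 0.00808 in whole transcripts, 0.00587 with hexamers and 0.0131 with the GC offset, the last chosen after the data were seen; that of the siRNA #2 passenger to -0.000732 in whole transcripts, and that of the control guide to 0.012 with hexamers. Upper-quartile factors moved the log2 fold changes over genes by 0.039, and dropping the filter moved them by -0.0252. Against this, *GAPDH* had -0.0284, *PTENP1* -0.0365 and the complex I list 0.0134 before the change, each smaller in size than its shift. The sign changes of *GAPDH* and *PTENP1*, and of complex I without a filter, therefore go with a shift of genes as a whole. They are no sign of a change in these genes. For the other changes the cause was not tested.

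Leaving out one library in turn leaves 2 against 3, which by itself costs power. Across the 6 fits the number of changed genes went from 139 (73 higher and 66 lower), without scramble replicate 2, to 812 (425 higher and 387 lower), without siRNA replicate 1, and 585 of the 671 genes were among the latter. The genes shared with Table S4 went from 139 to 602, and those of 9 qRT-PCR genes past the threshold from 3 to 7. *MYC* went from -0.79 to -0.44, and passed without siRNA replicate 1 or 3. The medians of the lists went from -0.20 to -0.15 for CHK, which passed without siRNA replicate 1, from -0.20 to -0.0676 for GADD45, which did not pass without siRNA replicate 3, from -0.19 to -0.0407 for polyamines, which passed without scramble replicate 3, from -0.21 to -0.0921 for MYC targets, which did not pass without siRNA replicate 3, from -0.0785 to 0.064 for complex I, from -0.0788 to 0.0112 for NRF2 and from -0.022 to 0.135 for p53, the lowest without siRNA replicates 1, 2 and 3, respectively. These 3 lists did not pass in any of the 6 fits. *GAPDH* went from -0.23 to 0.22, *PTENP1* from -0.21 to 0.24 and *MT2A* from -0.11 to 0.17. Which property of a library made these changes was not tested. Among single named genes other than *SNHG15*, *MYC* and *AIFM1*, 11 results were weaker and 6 stronger under the alternatives that keep all libraries, and 50 were weaker and 1 stronger across these 6 fits.

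The labels give libraries of both conditions the same numbers, without saying that they were made together. With the replicate number as a replicate block 543 genes passed, 336 higher and 207 lower, and 507 of the 671 were among them. Deviations from the mean of each condition correlated over genes at -0.0703, 0.155 and -0.0416 between libraries of the same number, which gives no sign of a pairing. With the block and the GC offset together 690 genes passed. The median of the NRF2 list was -0.0267 with the block and -0.0694 with both, not past the threshold.

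Depth limits the genes with few reads. *LAMC3*, *HOTAIR* and *UCA1* had too few counts for the filter, and *SNAI2* had 0 counts in every library.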

Differences from the paper's values

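The count of changed genes, 671, and the counts of higher and lower genes, 392 and 279, are within 1.5 times of the paper's 766, 372 and 394. With DESeq2, the program of the paper's methods, the counts were 774, 388 and 386, and with DESeq2 and a prior 776, 390 and 386. The paper's Table S4 holds 812 genes, 406 higher and 406 lower, and DESeq2 shared 761 of them.

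*MYC*, *BAG3* and *LAMC3*, which the paper gives as deregulated, were not past the threshold of edgeR's quasi-likelihood test. *MYC* had a log2 fold change of -0.66 and an adjusted p of 0.0613. Of the alternatives set before the data were examined, it passed with DESeq2, with DESeq2 and a prior, and without a filter on low counts, and without siRNA replicate 1 or 3. *BAG3* had a log2 fold change of -0.40 and an adjusted p of 0.0651, and passed with DESeq2, with DESeq2 and a prior, and with the GC offset. *LAMC3* was removed by the filter on low counts, and without that filter it passed with an adjusted p of 7.33e-04 from edgeR, while DESeq2 gave it no adjusted p. The fit without a filter also changed the standard errors of other genes, so a pass there, for *MYC* or *LAMC3*, is weak evidence. Of the fits without one library, *LAMC3* passed only without siRNA replicate 1, with its scramble libraries still at or under the floor of 3 counts.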

Other observations

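The use of the GC offset and of the fits without one library, both planned as alternatives, as tests of an explanation was chosen only after the results were seen, as were the tests of seed matches and of the parent genes of pseudogenes. The tests of other heptamers, of olfactory receptor genes and of ribosomal protein genes were chosen before their results were seen. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many changed genes as the real one, the real one itself, and none of the others gave more than 1 gene. A share of 1 in 10 is the smallest that this design allows. GC content followed the single libraries, with a Spearman correlation over genes of 0.318 in siRNA replicate 1 and -0.354 in siRNA replicate 3. With the GC offset 643 of the 655 changed genes that have a GC value were past the threshold, and without siRNA replicate 1, the library farthest out on the first principal component, 585 of the 671 were. Both argue against these features as the whole cause of the changes.

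Genes with a 3′ UTR match to the guide seed of siRNA #2, CACAGCA, were lower. The median log2 fold change of the 1770 genes with a match differed by -0.0417 from that of the other genes (permutation test with 10000 sets matched on expression, one-sided, p = 0.0001, the smallest they can give). The differences in siRNA replicates 1 to 3 were -0.0362, -0.0396 and -0.0396. Among the genes past the threshold and lower, 85 of 254 had a match, 33.5% against 16.5% of the others (Fisher's exact test, two-sided, p = 7.46e-11). With the GC offset the difference was smaller, at -0.0277 (p = 0.0001 in the same permutation test). Of 139 other heptamers of the same composition, 5 gave a difference as low, 7 with the GC offset, and 7 a share as raised. In whole transcripts 0 of the 139 gave a difference as low and 5 a share as raised, and with hexamers in place of heptamers 0 of 59 and 4 of 59. With hexamers the differences in siRNA replicates 1 to 3 were -0.0723, -0.0245 and 0.0044, with the sign changed in the last. Leaving aside heptamers that hold CG, a choice made after the values were seen, 0 of 79 gave a difference as low in the 3′ UTR. The differences argue against the length or base composition of the 3′ UTR as the whole cause, with the limit that 7 of 139 with the GC offset are slightly over 5%. Seed-directed silencing by siRNA 2 is a candidate explanation of part of the falls, *NRAS* and *CTGF* among them. A microRNA with the same seed was not tested. The paper's Fig. 6d shows changes with each siRNA alone, which were not analysed here.

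Genes with a match to the guide seed of siRNA #1, ATGTTCA, differed by -0.0421 (1688 genes, the same permutation test, p = 0.0001), and 2 of 200 other heptamers gave a difference as low. The differences in siRNA replicates 1 to 3 were -0.122, -0.0347 and 0.0406, with the sign changed in the last, and 19.3% of the lower genes had a match against 16.0% of the others (Fisher's exact test, two-sided, p = 0.166). With the GC offset, a setting added after the data were seen, the difference was -0.0274 (p = 0.0001 in the same permutation test), and again 2 of 200 heptamers were as low, 0 of 175 without those that hold CG. This argues against GC trends of single libraries as the whole cause. Seed-directed silencing by siRNA 1 is a candidate explanation, with the limit that the libraries did not share a sign and that the share among the lower genes was not detectably raised. The weight given to this sign was settled only after the values were seen. The passenger strands differed by -0.00246 and 0.0162, and the guide and passenger of the control siRNA by -0.0327 and 0.0171, all within the random sets. The share among the lower genes was raised for the siRNA #1 passenger, 13.8% against 9.79% of the others (Fisher's exact test, two-sided, p = 0.0424). For it, 14 of 200 other heptamers gave a share as raised. The siRNA #2 passenger and both control strands had no detectably raised share (the same test, p of at least 0.604).

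Of the 42 processed pseudogenes past the threshold, 36 were higher. Of the 26 of these with a tested parent gene, 8 had a parent that was higher, and 3 a parent past the threshold and higher. The parents' median was -0.08, which argues against reads of the parent's mRNA as the whole cause, although over 511 pseudogenes, which are not independent replicates, fold changes of pseudogene and parent correlated (Spearman's rho 0.21, permutation test, two-sided, p = 2e-05). Reads from genomic DNA would raise olfactory receptor genes too. These 369 genes had 9 counts in the siRNA and 14 in the scramble libraries, and their counts scaled to library size were 0.147 to 0.62 and 0.451 to 0.87, which argues against that source. No biological explanation was tested.

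*GAPDH*, the reference gene of many assays, had 24.5 ± 6.22 CPM (SD, n = 3) in the scramble and 24.3 ± 6.23 CPM (SD, n = 3) in the siRNA libraries, and a log2 fold change of -0.03. The annotation names 64 pseudogenes of it. Among 81 ribosomal protein genes, the level fell with the number of named pseudogenes (Spearman's rho -0.42 across genes, which are not independent replicates, permutation test, two-sided, p = 0.00016). The 41 genes with at most 12 had a median of 2294 CPM and the other 40 genes 697.5 CPM. Reads shared with pseudogenes and lost to the gene may therefore lower its level in every library; a lower mRNA level was not tested.

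Other genes that the paper names outside this experiment were read as well. *HPRT1* had a log2 fold change of -0.99 (adjusted p = 0.00386 from edgeR) and its 3′ UTR holds 1 match to the guide seed of siRNA #2. *MALAT1* had 1.30 (adjusted p = 0.0192 from edgeR), and *CCAT1* had 1.68 (adjusted p = 0.00817 from edgeR) on 22, 32 and 5 raw counts against 83, 44 and 64. *MALAT1* passed in 5 of the 6 fits that left out one library. *CCAT1* passed clearly in 5, and without scramble replicate 1 its adjusted p from edgeR was at the threshold, 0.05 after rounding. *H19*, at 0.19, and *PTENP1*, at -0.04, were not past the threshold. The 12 tested NRF2 target genes had a median log2 fold change of 0.01 (camera, adjusted p = 0.712), with 1 past the threshold over all genes and 1 when adjusted over the list alone. The 17 tested p53 target genes had 0.07 (camera, adjusted p = 0.712), with 4 and 5, of which *TP53I3* was higher, at 0.72, and *BBC3* and *XPC* lower, at -0.64 and -0.69. Of the fits that left out one library, these passed in 3, 3 and 2. *BBC3* passed in 9 and *XPC* in 10 of the 11 alternatives that keep all libraries, and *TP53I3* in 11.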
